# LDHA-mediated ROS generation in chondrocytes is a potential therapeutic target for osteoarthritis

**DOI:** 10.1038/s41467-020-17242-0

**Published:** 2020-07-09

**Authors:** Manoj Arra, Gaurav Swarnkar, Ke Ke, Jesse E. Otero, Jun Ying, Xin Duan, Takashi Maruyama, Muhammad Farooq Rai, Regis J. O’Keefe, Gabriel Mbalaviele, Jie Shen, Yousef Abu-Amer

**Keywords:** Inflammation, Metabolism, Cartilage, Osteoarthritis

## Abstract

The contribution of inflammation to the chronic joint disease osteoarthritis (OA) is unclear, and this lack of clarity is detrimental to efforts to identify therapeutic targets. Here we show that chondrocytes under inflammatory conditions undergo a metabolic shift that is regulated by NF-κB activation, leading to reprogramming of cell metabolism towards glycolysis and lactate dehydrogenase A (LDHA). Inflammation and metabolism can reciprocally modulate each other to regulate cartilage degradation. LDHA binds to NADH and promotes reactive oxygen species (ROS) to induce catabolic changes through stabilization of IκB-ζ, a critical pro-inflammatory mediator in chondrocytes. IκB-ζ is regulated bi-modally at the stages of transcription and protein degradation. Overall, this work highlights the function of NF-κB activity in the OA joint as well as a ROS promoting function for LDHA and identifies LDHA as a potential therapeutic target for OA treatment.

## Abstract (web summary)

Chondrocytes have altered cellular metabolism in the context of osteoarthritis, but whether and how these changes are associated with inflammation is a controversial area. Here the authors show that inflammatory NF-κB signalling drives a glycolytic shift in chondrocytes and the production of ROS, which drives cartilage catabolism.

## Introduction

Osteoarthritis (OA), a degenerative disease of the joint, is the most prevalent musculoskeletal disorder affecting over 50 million in the United States and 200 cases per 100,000 individuals globally, and the leading cause of disability^1–4^. However, despite its prevalence and severity, there are no curative or effective disease-modifying treatments for OA owing to poor understanding of disease pathogenesis. In healthy joints, mechanical loading and biochemical cues maintain articular homeostasis via a balance between chondrocyte synthesis of anabolic factors like type II collagen and aggrecan, and catabolic factors like matrix metalloprotease 13 (MMP13) and A Disintegrin and Metalloproteinase with Thrombospondin motifs (ADAMTS)^5,6^. Since extracellular anabolic matrix molecules are extremely stable, reduction of catabolic enzymes may be sufficient to inhibit OA disease progression, especially at early stages of disease^7^. Several studies have shown that both the synovial fluid and serum of OA patients have elevated levels of pro-inflammatory mediators such as interleukin (IL)-1β^8–10^ that drive the production of catabolic degradative enzymes in chondrocytes^11,12^. Mechanistically, many inflammatory stimuli converge upon the NF-κB pathway, considered the gatekeeper of the inflammatory response in cells^13,14^. Thus, activation of NF-κB is proposed to play a key role in OA progression by promoting the expression of cartilage degrading genes and chondrocyte dysfunction, though the mechanisms by which pathologic activation of NF-κB induces joint catabolism in OA are obscure.

Energy metabolism is an extremely important mediator of cellular function often altered during disease states, especially under chronic inflammatory conditions. It has been shown that chondrocytes in OA cartilage undergo metabolic changes though the role of these changes in disease pathology is unclear^15–19^. Furthermore, recent work has indicated that chondrocytes can undergo metabolic changes in response to various stimuli^23,25,26^. Chondrocytes in vivo are proposed to rely heavily upon glycolysis, with lower energy production coming from oxidative phosphorylation (OxPhos) due to the relatively hypoxic environment they reside within^18^. Glycolysis, which is oxygen-independent, generates ATP quickly but inefficiently, while TCA cycle and electron transport chain (ETC) are extremely efficient at energy production through OxPhos when oxygen is available, though most cells during physiological conditions take advantage of a combination of glycolysis and OxPhos^20^. However, stressed cells, such as immune and cancer cells, paradoxically utilize glycolysis and fermentation to generate ATP even in the presence of oxygen, i.e., aerobic glycolysis^21–23^. This altered cellular metabolism is not only important for energy homeostasis, but likely critical for altered cellular function and signaling^24–26^. We propose that inflammation-driven metabolic reprogramming is important for sustaining and driving inflammatory response pathways in chondrocytes, a paradigm for understanding their co-regulation and relationship to disease.

The inflammatory response is also driven by myriad factors^14,27^. Reactive oxygen species (ROS) are one such player considered as potential OA disease culprits due to their ability to modify proteins and lipids, damage DNA and other adverse effects in cells^28–31^. While ROS play important signaling functions in physiological states, elevated ROS present significant pathologic risk as mediators of disease progression in OA^32^. Furthermore, the production and elimination of ROS is closely tied to metabolic pathways, with enzymes and substrates playing dual roles in both ROS modulation and metabolic processing^33,34^.

Thus, we proposed that inflammation-mediated metabolic shifts may underlie joint degradation in OA by promoting the production of inflammatory and catabolic proteins through the modulation of ROS in chondrocytes. We display that NF-κB activation in OA drives metabolic reprogramming of chondrocytes towards aerobic glycoylsis. We then show that this metabolic reprogramming causes increased oxidative stress in the cell in an lactate dehydrogenase A (LDHA)-mediated manner. Finally, we demonstrate that metabolism-mediated oxidative stress promotes catabolic changes via the expression of IκB-ζ protein stabilization. Our findings highlight a relationship between these various players and offer therapeutic modalities for the treatment of OA.

## Results

### Inflammatory stimulation induces metabolic changes

We initially sought to determine the effect of inflammatory cytokines on chondrocytes in order to identify downstream therapeutic targets. Treatment of primary murine chondrocytes with IL-1β, a pro-inflammatory cytokine implicated in OA^10^, caused acidification of media (Supplementary Fig. 1A), suggesting a shift in cell metabolism akin to increased secretion of lactic acid via lactate dehydrogenase (LDH)-mediated fermentation^35^. Primary sternal chondrocytes were utilized immediately upon isolation without any expansion to avoid de-differentiation and altered metabolism. Next, mRNA sequencing showed that IL-1β caused a significant increase in the expression of catabolic and inflammatory genes such as MMPs and Interleukins, while decreasing the expression of chondrocyte anabolic factors such as aggrecan (Fig. 1a (arrows); Supplementary Data 1), among many other differentially regulated genes. 

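RNA sequencing covered 32 libraries of primary mouse chondrocytes from the sternum, 2 libraries for each of 16 conditions. Wild-type chondrocytes were left untreated or were given IL-1β (10 ng/mL), FX11 (40 µM), a small-molecule inhibitor of LDHA, or both. Chondrocytes of 3 floxed lines, in which Ldha, Nampt or Nfkbiz can be deleted by Cre recombinase, were infected with adenovirus expressing eGFP alone (GFP virus) or Cre and eGFP (Cre virus) and then cultured with or without IL-1β for 24 h. The sample labels number the libraries in 2 sets, of which set 1 holds 12 libraries and set 2 holds 20. The authors aligned the reads to the mouse genome of Ensembl release 76 and counted the reads that aligned uniquely and unambiguously to each of 41388 genes. The counts summed to between 15830658 and 39959888 per library, with a median of 36042740 in set 1 and 22985558 in set 2. The 8 control libraries without IL-1β had a median of 27510492 counts and the 8 with IL-1β a median of 23599958. The paper's text and legends name no libraries for the IL-1β comparison. The log2 CPM columns of Supplementary Data 1 matched, over all 1571 genes read from it, exactly 4 libraries of set 1, which are Ldha f/f and Nampt f/f chondrocytes given GFP virus, each untreated and with IL-1β. These 4 libraries were compared 2 against 2 with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment after TMM normalization, over the 15108 genes with more than 1 CPM in at least 1 library and with ribosomal RNA genes left out. A wider comparison took all 16 libraries with neither Cre nor FX11, 8 untreated and 8 with IL-1β, with the line and the library set as covariates, over the 14115 genes with more than 1 CPM in at least 7 libraries. The CPM values given for a gene are normalized with TMM factors, and the coordinates are those of GRCm38. The text does not state whether counting used the strand, and Ccl2, Nos1, Bcl3, Hk2, Gpi1, Ndufa4l2, G6pdx, Cox6a2 and Slc2a1 each overlap a gene on the opposite strand. Their counts can therefore lack reads that were ambiguous with that gene, or include reads of it.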

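Over the 4 libraries of Supplementary Data 1, 4618 genes had an adjusted p-value of 0.05 or less, 2354 of them higher and 2264 lower with IL-1β. Mmp3 (ENSMUSG00000043613, chromosome 9, 7445822 to 7455972) encodes stromelysin and rose from 0.599 ± 0.344 CPM (SD, n = 2) in untreated libraries to 887 ± 12.7 CPM (SD, n = 2) with IL-1β, a log2 fold change of 10.56 (standard error 0.21, adjusted p = 1.38e-11 from edgeR's quasi-likelihood test). Mmp13 (ENSMUSG00000050578, chromosome 9, 7272514 to 7283333) rose from 47.1 ± 2.27 to 219 ± 14.1 CPM (SD, n = 2 each), a log2 fold change of 2.22 (standard error 0.09, adjusted p = 4.22e-09). Il6 (ENSMUSG00000025746, chromosome 5, 30013161 to 30019968) rose from 0.233 ± 0.0409 to 27.0 ± 6.57 CPM (SD, n = 2 each), a log2 fold change of 6.84 (standard error 0.26, adjusted p = 3.7e-09). Acan (ENSMUSG00000030607, chromosome 7, 79053483 to 79115099), which encodes aggrecan, fell from 6503 ± 506.5 to 1506 ± 3.22 CPM (SD, n = 2 each), a log2 fold change of -2.11 (standard error 0.10, adjusted p = 2.77e-08). Col2a1 had a log2 fold change of -1.32 (adjusted p = 1.32e-06). Mmp10, Il12b, Lcn2, Ccl2, Saa3, C3, Cxcl1, Cxcl2, Cxcl3, Nos2 and Bcl3 were all higher with IL-1β, with log2 fold changes from 3.54 for Bcl3 to 8.84 for Saa3, and Nos1 was lower, with a log2 fold change of -3.50. The genes with the smallest adjusted p-values were Slpi, Mmp3, Lcn2, C3 and Steap4 among those higher and C1qtnf3, Lrrc17, Smoc2, Matn3 and Zim1 among those lower. With the Ldha f/f pair or the Nampt f/f pair left out, the log2 fold change ranged from 10.02 to 11.28 for Mmp3, from 6.40 to 7.25 for Il6 and from -2.19 to -2.03 for Acan. Libraries of the same line deviated together from their group means, with a correlation across 10688 genes of 0.5, in which genes are not independent replicates. The alternative that moved the count most was the line as a replicate block, with which 6649 genes had an adjusted p-value of 0.05 or less, 3279 of them higher and 3370 lower.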

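The paper gives no reason for leaving the other 12 control libraries out of Supplementary Data 1. Over all 16 control libraries, 5508 genes had an adjusted p-value of 0.05 or less, 2695 of them higher and 2813 lower with IL-1β. With each same-numbered pair of libraries of a line as a replicate block, 5980 genes did. The labels name no cultures, and the pairing within Nfkbiz f/f is arbitrary. In the set 2 libraries of Ldha f/f chondrocytes given GFP virus, Mmp3 stood at 1.21 CPM untreated and 848 CPM with IL-1β, and Acan at 6026 and 1345 CPM. In those of Nampt f/f chondrocytes Mmp3 stood at 0.729 and 850 CPM, and Acan at 5898 and 1504 CPM. In the 2 pairs of Nfkbiz f/f libraries Mmp3 stood at 1.80 and 2.68 CPM untreated and at 1760 and 1735 CPM with IL-1β, and Acan at 8847 and 11150 CPM untreated and at 2452 and 2113 CPM with IL-1β. In the set 1 wild-type libraries Mmp3 stood at 1.03 CPM untreated and 8888 CPM with IL-1β, and Acan at 10360 and 1350 CPM. In set 2 the wild-type library labelled untreated had 0.780 CPM of Mmp3 and 14970 CPM of Acan, and the library labelled IL-1β had 0.759 CPM of Mmp3 and 10520 CPM of Acan. The library labelled IL-1β in set 2 also had no counts of Il6 among 28124228, where 3 counts is the smallest number taken as detectable. In the wild-type libraries alone, which include it, 0 genes had an adjusted p-value of 0.05 or less for IL-1β and 153 had an unadjusted p-value of 0.05 or less. Over the 16 libraries the log2 fold change was 10.48 (standard error 1.23, adjusted p = 5.77e-05) for Mmp3, 6.78 (standard error 0.82, adjusted p = 6.88e-05) for Il6 and -1.89 (standard error 0.29, adjusted p = 2.93e-04) for Acan. The paper reports that catabolic and inflammatory genes rose with IL-1β and that anabolic factors such as aggrecan fell.

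**Figure D1:**
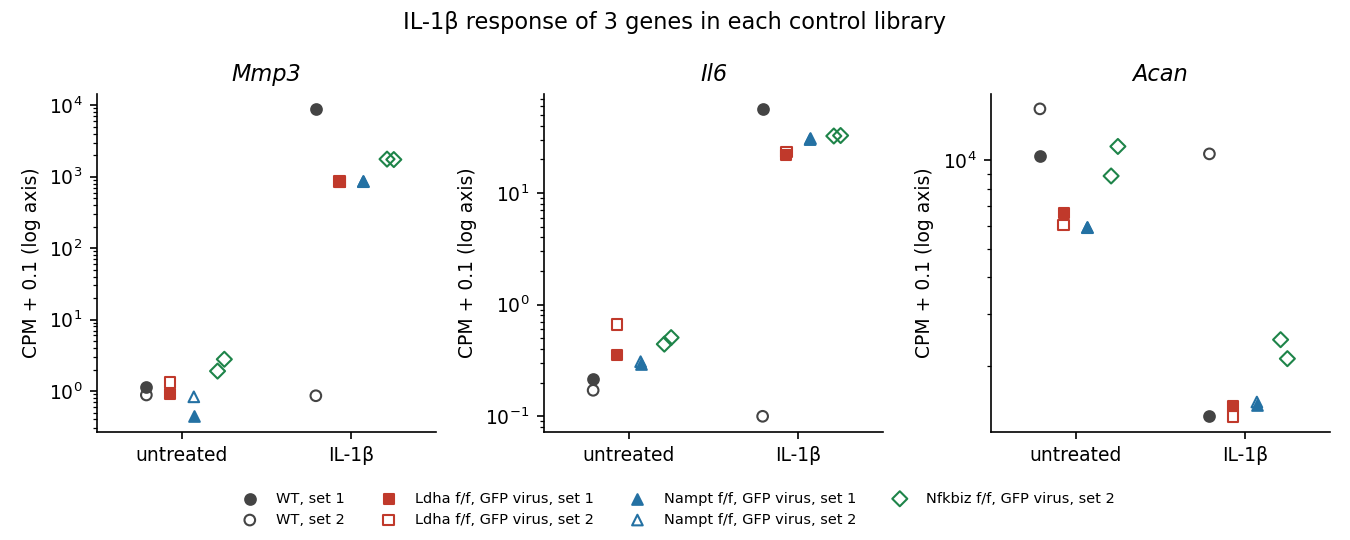
CPM plus 0.1 on a log axis for Mmp3, Il6 and Acan in each of the 16 control libraries, untreated and with IL-1β. Marker shapes give the line, and filled and open markers give library sets 1 and 2. The open wild-type marker in each IL-1β column is the library labelled IL-1β in set 2, with 0.759 CPM of Mmp3 and 10520 CPM of Acan, and it lies with the untreated libraries.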

Interestingly, when inflammatory and immune pathways were filtered out, RNA-seq analysis revealed a significant difference in several metabolic pathways in the KEGG database^36^. 

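Gene sets were tested on the log2 fold changes of the 4 libraries of Supplementary Data 1. KEGG's gene lists were not used here, and 9 lists of enzymes and subunits written by hand took their place, each tested against all other genes with the 2-sample statistic of the GAGE method and a two-sided p-value. The adjustment of Benjamini and Hochberg covered the 9 lists, and because genes are not independent replicates the p-values describe these libraries. The nuclear-encoded OxPhos subunits, of which 81 of 83 were tested, had a mean log2 fold change of -0.21 and a statistic of -3.25 (adjusted p = 0.0133), with 27 genes significantly lower and 1 higher. Branched-chain amino acid degradation, with 33 genes tested, had a mean log2 fold change of -0.38 and a statistic of -3.15 (adjusted p = 0.0133). These were the 2 lists with an adjusted p-value of 0.05 or less. Butanoate metabolism (statistic -2.40, adjusted p = 0.0725), propanoate metabolism (-2.17, adjusted p = 0.0816), the citrate cycle (-1.74, adjusted p = 0.137) and fatty acid degradation (-1.50, adjusted p = 0.184) also had negative statistics. Glutathione metabolism (1.87, adjusted p = 0.116), glycolysis and fermentation (1.04, adjusted p = 0.344) and the pentose phosphate pathway (0.772, adjusted p = 0.451) had positive statistics. Among the 19 genes tested of glycolysis and fermentation, 13 were significantly higher and 2 lower. With the line as a replicate block the same 2 lists had an adjusted p-value of 0.05 or less, with a statistic of -3.22 for OxPhos and -3.16 for branched-chain amino acid degradation. The alternative that moved the result most was limma's camera test, with which 8 lists had an adjusted p-value of 0.05 or less, OxPhos (adjusted p = 0.00252) and glycolysis and fermentation (adjusted p = 0.0037) among them. In the libraries labelled wild type, where the label of 1 library runs against its values, none of the 9 lists did. The mitochondrially encoded OxPhos subunits, tested as a list of their own, had a statistic of -0.081.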

Gene set analysis indicated a decrease in OxPhos and other metabolic pathways (Table 1), that are important for glucose metabolism. 

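The metabolic genes named in Fig. 1b were followed in the 4 libraries of Supplementary Data 1 and in the 16 control libraries. Hk2 (ENSMUSG00000000628, chromosome 6, 82725025 to 82774454), which encodes Hexokinase-2, rose from 112 ± 6.93 to 161 ± 0.132 CPM (SD, n = 2 each) with IL-1β, a log2 fold change of 0.52 (standard error 0.08, adjusted p = 3.63e-04 from edgeR's quasi-likelihood test). Ldha (ENSMUSG00000063229, chromosome 7, 46841475 to 46855627) rose from 949.5 ± 27.0 to 1494 ± 104 CPM (SD, n = 2 each), a log2 fold change of 0.65 (standard error 0.09, adjusted p = 2.16e-04). Gpi1, Aldoa, Pgk1, Eno1 and Pkm, which encode enzymes of glycolysis, rose by between 0.41 for Aldoa and 0.90 for Pkm on the log2 scale. Taldo1 and G6pdx, which encode enzymes of the pentose phosphate pathway, rose by 0.73 and 0.27, and Ndufa4l2 rose by 1.12. Idh2, of the TCA cycle, had a log2 fold change of -0.56, and Sdhb, shared by the TCA cycle and the ETC, one of -0.71. Atp5g1, Atp5s, Cox4i2 and Cox6a2, which encode subunits of the ETC and ATP synthase, had log2 fold changes of -0.67, -1.08, -0.79 and -0.50. Of the 17 genes listed without Ldhb, 16 were tested, G6pd2 being under the filter, and all 16 had an adjusted p-value of 0.05 or less over all genes, 10 of them higher and 6 lower. The same 16 did when the adjustment covered the list alone and when the line was a replicate block. With each same-numbered pair of the 16 control libraries as a replicate block, 15 did over all genes. Without the block 13 did over all genes and 15 over the list alone. The 3 that did not over all genes were G6pdx (log2 fold change 0.30, adjusted p = 0.0504), Cox6a2 (-0.53, adjusted p = 0.0512) and Cox4i2 (-0.33, adjusted p = 0.223). Over these libraries Hk2 had a log2 fold change of 0.56 (standard error 0.11, adjusted p = 0.00176) and was above every untreated library in 7 of 8 libraries labelled IL-1β. Ldha had one of 0.72 (standard error 0.16, adjusted p = 0.00267) and was above every untreated library in 6 of 8. With each pair of the 4 libraries left out in turn, the log2 fold change ranged from 0.46 to 0.58 for Hk2 and from 0.55 to 0.75 for Ldha.

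**Figure D2:**
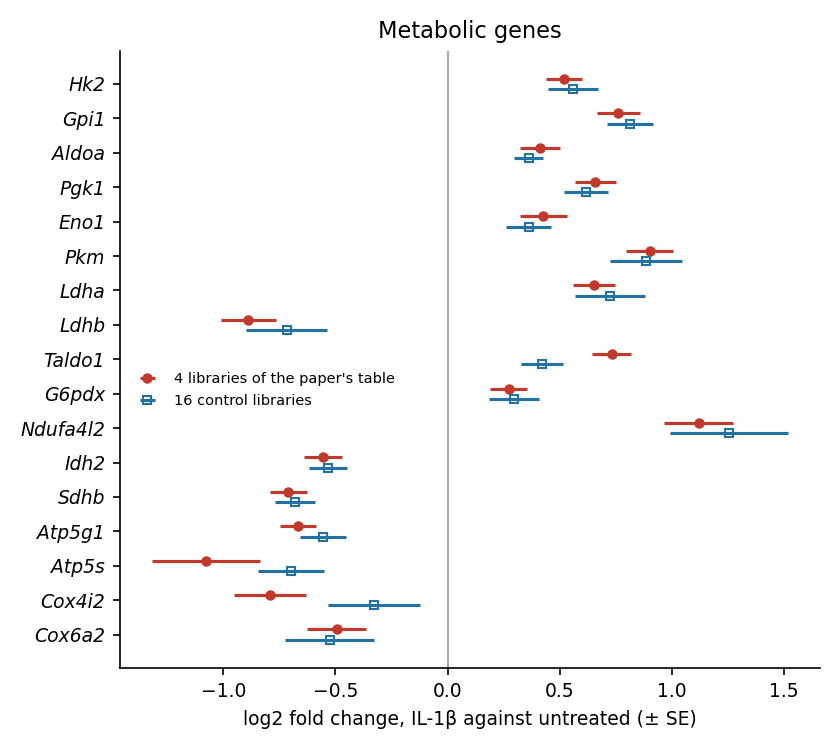
Log2 fold change of each metabolic gene with IL-1β against untreated, with its standard error, in the 4 libraries of Supplementary Data 1 (circles) and in the 16 control libraries (squares). Hk2, Gpi1, Aldoa, Pgk1, Eno1, Pkm, Ldha, Taldo1, G6pdx and Ndufa4l2 lie to the right of 0, with Pkm at 0.90 in the 4 libraries, and Ldhb, Idh2, Sdhb, Atp5g1, Atp5s, Cox4i2 and Cox6a2 lie to the left, with Atp5s at -1.08.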

We further detected a significant increase in expression of genes involved in glycolysis and fermentation such as Hexokinase-2 and LDHA with a decrease or no change in TCA cycle and ETC genes (Fig. 1b and Supplementary Data 1). Overall, these results suggest a shift in glucose metabolism of chondrocytes towards aerobic glycolysis.

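In each floxed line taken alone, with GFP virus and 2 libraries per group, the changes had the same direction. The tests in Ldha f/f and Nampt f/f include the 4 libraries of Supplementary Data 1, so they are not independent of that comparison. If both libraries of a condition in these lines came from the same RNA, their p-values measure the spread of library preparation. The log2 fold change of Ldha with IL-1β was 0.79 (adjusted p = 4.98e-05) in Ldha f/f, 0.54 (adjusted p = 5.79e-05) in Nampt f/f and 0.56 (adjusted p = 0.00184) in Nfkbiz f/f chondrocytes, from edgeR's quasi-likelihood test. For Hk2 it was 0.63, 0.55 and 0.82 in the same order, and for Sdhb -0.64, -0.77 and -0.85. Not every gene of Fig. 1b passed the threshold in each line. For Aldoa the adjusted p-values were 0.051, 0.0568 and 0.212 in the same order. Eno1 (0.0636), Atp5s (0.561) and Cox4i2 (0.3) also missed it in Nfkbiz f/f, as did Cox4i2 (0.0737) in Ldha f/f. The other tested genes of the list passed in each line. The difference in the IL-1β response itself was significant for 2 genes between Ldha f/f and Nampt f/f, 124 between Ldha f/f and Nfkbiz f/f and 335 between Nampt f/f and Nfkbiz f/f, among at least 16300 genes tested. In set 1 wild-type chondrocytes Ldha stood at 693 CPM untreated and 2094 CPM in the library labelled IL-1β, and in set 2 at 608 and 670 CPM. The paper reasons from lower pathway values for OxPhos and higher expression of Hexokinase-2 and LDHA, and proposes that IL-1β moves glucose metabolism toward aerobic glycolysis.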

**Fig. 1:**
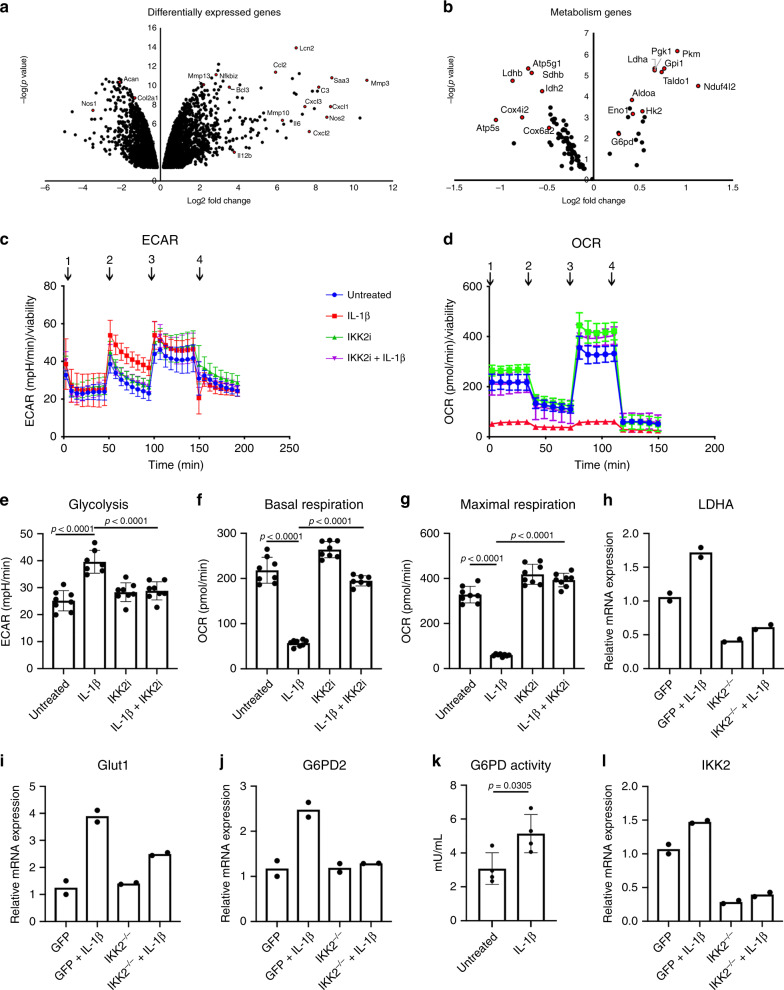
Inflammation promotes aerobic glycolysis in chondrocytes. RNA sequencing was performed on primary chondrocytes treated with IL-1β for 24 h and compared to untreated chondrocytes. Volcano plots were generated representing catabolic and anabolic genes (**a**) and metabolic genes (**b**). (**c**, **d**) Primary sternal chondrocytes were treated with IL-1β (10 ng/mL) in the presence or absence of IKK2i (10 μM) for 72 h prior to performing seahorse assay. All values were normalized to cell viability of treatments relative to untreated cells as measured by MTT assay. **c** ECAR measurement in glycolysis stress test (Injection 1: No treatment, Injection 2: Glucose, Injection 3: Oligomycin, Injection 4: 2-DG) or **d** OCR measurement in MitoStress test (Injection 1: No treatment, Injection 2: Oligomycin, Injection 3: FCCP, Injection 4: Antimycin A/Rotenone) was performed on Seahorse Instrument. Measurements were performed every 5 min with per timepoint for each condition. Graphs shown in **c**, **d** are mean ± S.D. for 8 wells, representative of one of three independent experiments. (Untreated = Blue, IL-1β = Red, IKK2i = Green, IKK2i + IL-1β = Purple). **e** Quantification of glycolysis from one timepoint in Glycolysis Stress Test or **f**–**g** quantification of basal respiration and maximal respiration for one timepoint each from MitoStress test (mean ± S.D. for *n* = 8 wells). **e**–**g** One-way ANOVA was performed followed by Tukey’s Multiple Comparison’s test, with *p-*values indicated in figure. **h**–**j** IKK2^f/f^ chondrocytes were infected with adenoviral-GFP, or adenoviral-cre (labeled IKK2^−/−^), then treated with IL-1β (10 ng/mL) for 24 h. qPCR as performed for LDHA, GLUT1, and G6PD2. Data shown is representative of one experiment out of three, with bars representing mean of duplicates. **k** G6PD activity was measured in primary chondrocytes treated with IL-1β (10 ng/mL) for 24 h compared to untreated cells. Bars are mean ± S.D. for *n* = 4 biological replicates. Two-tailed unpaired Student’s *t-*test was utilized for statistical analysis. **l** Deletion of IKK2 under the conditions described for panels **h**–**j** was confirmed by performing qPCR for IKK2, with bars representing mean of duplicates.

**Table 1:** Top KEGG metabolic pathways significantly differing with IL-1β treatment.

KEGG pathway	Mean log2 fold change	*p*-value
Oxidative phosphorylation	−2.9581	0.00178
Butanoate metabolism	−2.2511	0.01604
Valine, leucine, and isoleucine degradation	−2.1551	0.01702
Glutathione metabolism	1.92693	0.02858
Citrate cycle	−1.7425	0.04515
Fatty acid metabolism	−1.7062	0.04578
Propanoate metabolism	−2.0355	0.02402

We confirmed these findings by detecting elevated levels of extracellular lactic acid in supernatant of IL-1β-treated cell cultures (Supplementary Fig. 1B). Further, consistent with RNA-seq data, using Seahorse assay, we detected increased glycolysis and decreased OxPhos in response to IL-1β as measured by cell respiration (Fig. 1c–g). In addition, these cells appeared to have slightly altered, though insignificant, mitochondrial biogenesis upon IL-1β treatment, potentially indicating a compensatory response due to altered metabolic activity (Supplementary Fig. 1c). These cells also displayed lower intracellular ATP levels with inflammatory stimulation (Supplementary Fig. 1D). In accordance with these metabolic and RNA-seq data, GLUT1 and LDHA, the key enzyme involved in fermentation, were increased upon inflammatory stimulation (Fig. 1h–i). In addition, chondrocytes subject to inflammation had increased expression and activity of G6PD2, the rate limiting enzyme involved in the oxidative phase of pentose phosphate pathway (PPP) and modulation of NADPH levels (Fig. 1j, k and Supplementary Fig. 1E) with no significant change in expression of TCA cycle enzymes or non-oxidative phase of PPP (Supplementary Fig. 1F–J).

We then examined if the metabolic shift was mediated by NF-κB activation by IL-1β. Inhibition or deletion of IKK2, the classical NF-κB kinase, was able to reverse the metabolic shifts observed with IL-1β stimulation of chondrocytes (Fig. 1c–j, l; Supplementary Fig. 1B–D, and Supplementary Fig. 1F–J). Furthermore, expression of constitutively active IKK2 (IKK2ca)^51,52^ in chondrocytes led to an increase in the expression of genes involved in glycolysis independent of cytokine stimulation, confirming direct NF-κB-mediated effects (Supplementary Fig. 1K–M).

Finally, to determine the temporal regulation of metabolic changes in response to inflammation, a time course of IL-1β treatment of chondrocytes displayed that changes in metabolic enzyme gene expression occurred within 6 h of treatment, indicating that the shift in metabolism may occur soon after stimulation (Supplementary Fig. 1N–U). Furthermore, measurement of ECAR at these timepoints indicated that glycolytic activity was elevated at similar timepoints (Supplementary Fig. 1V–W). These results indicate an overall metabolic reprogramming of cellular glucose metabolic processes in response to inflammation.

### NF-κB activation mediates injury-induced OA in mouse knee

We surmised that in human OA patients, initial insults to the joint promote low-grade inflammation and activate NF-κB pathway to initiate disease progression, which is then sustained chronically. We first confirmed activation of NF-κB in the MLI model by performing surgery in 12-week-old transgenic mice expressing luciferase reporter under the control of the NF-κB promoter. In vivo bioluminescence imaging (BLI) showed that NF-κB activity peaked around 1 week post surgery in the joint, and was significantly higher in MLI compared to sham-operated joints (Fig. 2a, b). NF-κB activation declined progressively in both groups with time, but remained higher in MLI-operated compared to sham-operated joints, suggesting a chronically activated state within the joint space. Micro-computed tomography (μCT) and radiographic analyses showed that mice subjected to MLI developed subchondral bone sclerosis and decreased joint spacing 8 weeks after surgery (Fig. 2c, d; white arrows). These structural changes were associated with loss of proteoglycans and fibrillation of articular cartilage (Fig. 2e, green arrows), which mimic the changes seen in human OA patients^37^. Furthermore, immunohistochemistry performed in joint sections showed increased p-IKK2 expression in articular cartilage (Fig. 2f; arrows). Buttressing the findings that NF-κB is activated in articular cartilage during OA development (Fig. 2f), we show that expression of NF-κB-induced catabolic enzymes is increased in cartilage of MLI joints (Supplementary Fig. 2A–D).

**Fig. 2:**
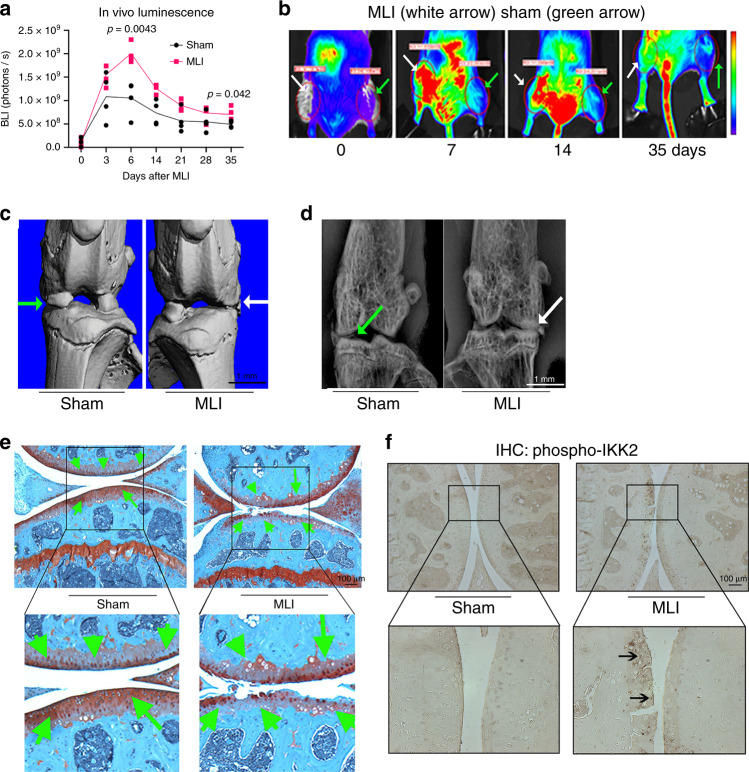
NF-κB is activated in chondrocytes of PTOA knee joints. MLI surgery was performed in 12-week-old NF-κB-luciferase reporter mice. Right knee joints were operated for MLI surgery and left knee joints were used for sham surgeries (*n* = 4 each group). **a** Bioluminescence imaging after MLI and sham surgery showed increased NF-κB activation in the MLI surgery joint (right leg) compared to sham-operated knee joint in the same animals over 5 weeks. Graphs display mean ± S.D for *n* = 4 mice per side. Two-tailed student’s *t*-tests were performed at each timepoint comparing the two groups with *p-*values indicated in figure. **b** Representative images of bioluminescence imaging from the same mouse at various times after surgery. **c** Representative μCT image and **d** X-ray image from one mouse showed joint damage, loss of synovial space and osteophyte formation in MLI surgery operated knee joint (white arrow). **e** Representative image of safranin-O staining of knee joints from same mouse shows loss of articular cartilage and proteoglycans after 8 weeks of MLI surgery compared to sham surgery. **f** Representative image from one mouse of IHC staining for p-IKK2 (arrows) in knee joints upon MLI surgery compared to sham surgery. **e**–**f** Scale bar = 100 μm.

We scrutinized the direct role of NF-κB activation in OA pathogenesis via expression of IKK2ca. We and others have reported previously that IKK2ca mimics a chronically activated inflammatory state by activating NF-κB transcriptional machinery in the absence of exogenous inflammatory stimuli^38,39^. We confirmed that treatment of primary chondrocytes with IL-1β or exogenous expression of IKK2ca in these cells both activated NF-κB signaling (Fig. 3a). Expression of IKK2ca increased gene expression of inflammatory cytokines such as IL-6 and catabolic enzymes such as MMP13 and ADAMTS4 and pro-inflammatory factors such as MCP-1 (Fig. 3b–f). IL-6 and MMP13 are highly implicated in joint breakdown^40–43^ and will be used as surrogates of inflammatory and catabolic gene expression throughout the study.

**Fig. 3:**
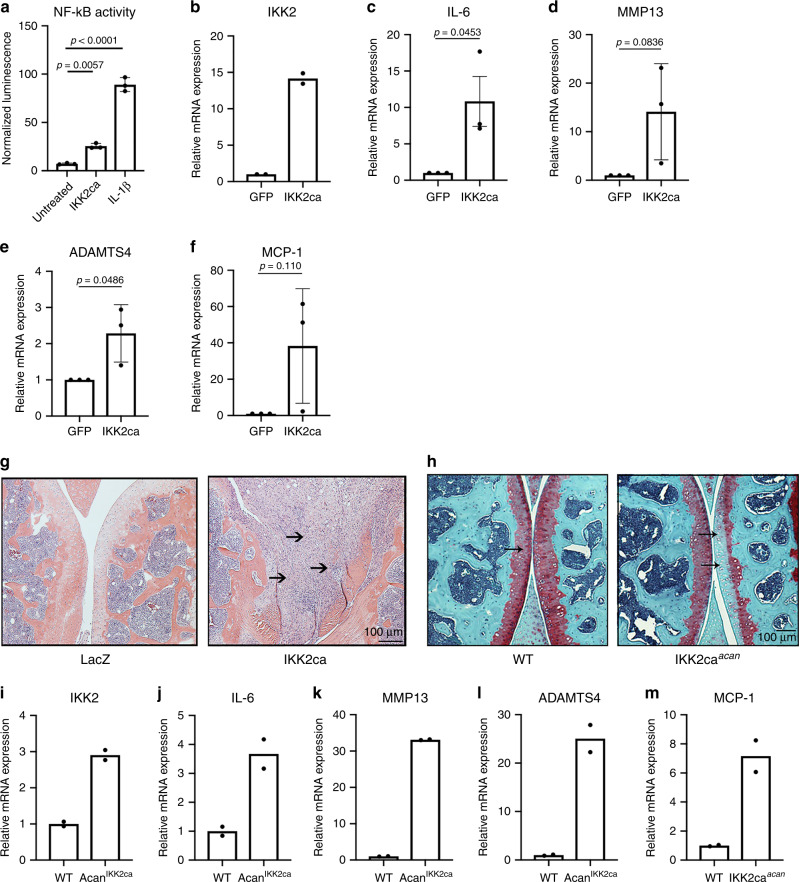
NF-κB activation in chondrocytes promotes catabolic changes. **a** Primary chondrocytes isolated from RelA-Luc reporter mice were either treated with IL-1β (10 ng/mL) for 24 h or transduced with pMX-IKK2ca followed by luciferase assay, displaying NF-κB activation, normalized to protein levels. Bar graphs display mean ± S.D. of *n* = 3 wells. Data is representative of one of three independent experiments. **b**–**f** Primary chondrocyte isolated from wild-type mice were transduced with pMX-GFP or pMX-IKK2ca and cultured for 24 h. qPCR was performed to measure gene expression. Bars represent mean ± S.E.M. for *n* = 3 independent experiments. Two-tailed Student’s *t*-test was utilized for statistical analysis, with *p-*values displayed in figure. **g** Six-week-old C57BL/6 mice were injected with Adeno-LacZ (left knee joint) and adeno-IKK2ca (right knee joint) (*n* = 5 males). Animals were sacrificed after 10 days of injection and knee joints were isolated for analysis. Representative image from one mouse of H&E staining of Ad-LacZ and Ad-IKK2ca injected joints reflects changes seen in all mice. **h** 12-week-old Agn1^CreERT2^, IKK2ca^ki/ki^ (IKK2ca^*acan*^*)* and littermate controls animals (*n* = 6) mice were fed with tamoxifen diet (0.4 g/kg diet) for 2 months. At the end of the experiment, animals were sacrificed and knee joint tissue were harvested for further analysis. Representative image of Safranin-O staining from one mouse shows loss of articular cartilage and proteoglycans in IKK2ca^*acan*^ mice compared to littermate controls. **i**–**m** Gene expression measurement from mRNA isolated from pooled articular cartilage of IKK2ca^*acan*^ mice (*n* = 3) compared to control mice (*n* = 3), due to small size of tissue sample. Representative data from one experiment out of two, with bars representing mean of technical duplicates.

Based on the in vivo finding that MLI chronically activates NF-κB in articular cartilage and in vitro data displaying that NF-κB drives catabolic genes involved in OA, we expressed adenoviral IKK2ca in the joint and used LacZ expression as control. We observed that IKK2ca expression in the joint caused a severe joint degradation that resemble joints of end-stage rheumatoid arthritis, with significant inflammatory infiltrate and complete destruction of the femoral and tibial heads (Fig. 3g, arrows). However, this does not resemble the pathology seen in OA, suggesting that the inflammatory response in OA is more cell specific and occurs in a chronic, low-grade manner. Thus, in order to create a more specific model, we genetically expressed IKK2ca in articular chondrocytes in adult mice using the tamoxifen-inducible aggrecan (*Acan1*)-*CreERT2*. Histological analysis of joints by safranin-O staining revealed significant evidence of proteoglycan loss in articular cartilage of *Acan1*^*CreER*^*,IKK2ca*^*ki/ki*^ (IKK2ca^*acan*^) mice compared to tamoxifen-treated control mice (Fig. 3h; arrows). Gene expression in articular cartilage of IKK2ca^*acan*^ mice knee joints displayed increased expression of catabolic genes such as IL-6, MMP13, ADAMSTS4 and MCP-1 compared with wild-type (WT) mice (Fig. 3i–m). Thus, constitutive activation of IKK2/NF-κB in chondrocytes is sufficient to cause OA-like joint damage and resembles OA changes induced by MLI. This does not suggest that chondrocytes are the only source of inflammatory stimuli generated in the joint, as other cells such as synovial cells and macrophages are also contributors, but the inflammatory response of chondrocytes to such stimuli is critical for cartilage degradation.

### LDHA inhibition reduces catabolic activity by IκB-ζ protein

NF-κB has many important physiological functions, making chronic or systemic NF-κB inhibition detrimental due to widespread side effects. We instead targeted the metabolic shift using the LDHA inhibitor FX11^44^ to inhibit the final step of the aerobic glycolytic pathway and observed significant inhibition of inflammatory response genes such as IL-6 and MMP13 (Fig. 4a, b). Inhibition of LDHA was not toxic to cells and did not affect cell viability (Supplementary Fig. 3A, B). Supporting these findings, LDHA inhibition by FX11 did not significantly decrease cellular ATP levels as expected or change ECAR (Supplementary Fig. 3C, D). It is likely that there is partial inhibition of LDHA, and compensation by LDHB that allows for continued cell survival, as has been shown in other studies^45^. We then tested if LDHA inhibitor directly decreases NF-κB transcriptional activation by utilizing NF-κB-luciferase reporter chondrocytes and observed that surprisingly, LDHA inhibitor (24 h) did not alter NF-κB activation by IL-1β (Supplementary Fig. 3E).

**Fig. 4:**
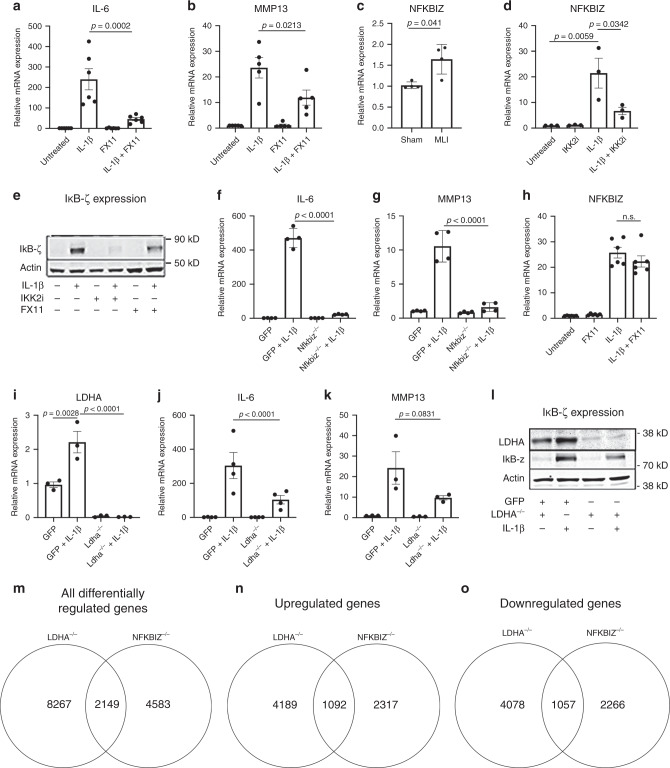
LDHA regulates catabolic gene expression and IκB-ζ protein levels. **a**, **b** Primary chondrocytes were treated with IL-1β (10 ng/mL) and/or FX11 (40 μM) for 24 h. Bar graphs represent qPCR data for IL-6 and MMP13 expression with error bars representing mean ± S.E.M. of *n* = 5 experiments. **c** Articular cartilage was isolated from knee joints of mice 4 weeks after undergoing sham or MLI surgery. Gene expression of *Nfkbiz* was measured by qPCR, with bars representing mean ± S.D. from *n* = 4 mice. Two-tailed student’s *t-*test was performed. **d** Primary chondrocytes were treated with IL-1β and/or IKK2i (10 μM) for 24 h. Gene expression of Nfkbiz was measured by qPCR. Bars represent mean ± S.E.M. from *n* = 3 independent experiments. **e** Representative immunoblot for IκB-ζ from chondrocytes treated with IL-1β and/or IKK2i (10 μM) or FX11 (40 μM) for 24 h. **f**–**g** Primary *Nfkbiz*^f/f^ chondrocytes were infected with adeno-GFP or adeno-cre (labeled Nfkbiz^−/−^), then treated with IL-1β (10 ng/mL) for 24 h. Gene expression of IL-6 and MMP13 was measured, with bars representing mean ± S.D. for n = 4 replicates per group, representative of one of three independent experiments. **h** Primary chondrocytes were treated with IL-1β and/or FX11 (40 μM) for 24 h. Gene expression of *Nfkbiz* was measured. Bars represent mean ± S.E.M. for *n* = 6 independent experiments. **i**–**k** Primary LDHA^f/f^ chondrocytes were infected with adeno-GFP or adeno-cre (labeled LDHA^−/−^), then treated with IL-1β (10 ng/mL) for 24 h. Gene expression of LDHA, IL-6, and MMP13 was measured. Bars represent mean ± S.E.M. from *n* = 3 independent experiments for LDHA and MMP13, *n* = 4 for IL-6. **l** Representative image of immunoblotting performed for LDHA and IκB-ζ under the same conditions. **m**–**o** WT, LDHA^−/−^, and NFKBIZ^−/−^ chondrocytes were cultured with IL-1β treatment for 24 h and RNA sequencing was performed to compare gene expression to control chondrocytes. **m** The number of common, significantly regulated genes in both sets was counted. **n** The common genes significantly upregulated in both sets was counted. **o** The common genes significantly downregulated in both sets were counted. **a**–**b**, **d**, **f**–**k** One-way ANOVA followed by Tukey’s multiple comparison’s test was performed. *p*-values displayed in figure.

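The response to IL-1β was compared between chondrocytes given Cre and GFP virus with an interaction term, in the 8 libraries of each line. In Ldha f/f chondrocytes the response of 1825 genes differed at an adjusted p-value of 0.05 or less, 936 of them with a higher and 889 with a lower log2 fold change after Cre. In Nfkbiz f/f chondrocytes it differed for 797 genes, 259 with a higher and 538 with a lower one. For Mmp13 the interaction was -1.66 in Ldha f/f (standard error 0.10, adjusted p = 1.6e-05 from edgeR's quasi-likelihood test) and -1.50 in Nfkbiz f/f (standard error 0.21, adjusted p = 0.00106). The interaction for Il6 was -1.76 in Ldha f/f (standard error 0.60, adjusted p = 0.0976) and -2.40 in Nfkbiz f/f (standard error 1.35, adjusted p = 0.399), and neither passed the threshold. The untreated Cre libraries of Nfkbiz f/f held 2 and 0 counts of Il6, under the floor of 3, so that interaction cannot decide. Under IL-1β itself, Il6 in Nfkbiz f/f stood at 32.8 CPM after GFP and 0.797 CPM after Cre. For Mmp3 the interaction was -1.94 and -3.07, and for Lcn2 -0.74 and -4.36, all 4 with an adjusted p-value under the threshold. Of the genes higher with IL-1β in the 4 libraries of Supplementary Data 1, 2337 were also tested in Ldha f/f, where 709 were significantly lower and 471 higher after Cre under IL-1β, and 2257 in Nfkbiz f/f, where 882 were lower and 129 higher. Of the genes lower with IL-1β, 2260 were tested in Ldha f/f, where 656 were lower and 464 higher after Cre, and 2253 in Nfkbiz f/f, where 49 were lower and 471 higher. In Ldha f/f the shares lower after Cre were thus 30.3% of the genes higher with IL-1β and 29.0% of those lower with it. With the replicate number as a block the interaction was significant for 3374 genes in Ldha f/f and 626 in Nfkbiz f/f. With all 32 libraries in one model the 2 counts were 214 and 26.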

In light of these observations, we hypothesized that NF-κB-induced LDHA activity reciprocally regulates expression of inflammatory response genes via targeting downstream products of NF-κB. 

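Nfkbiz (ENSMUSG00000035356) lies on chromosome 16 from 55811375 to 55838899. In the 4 libraries of Supplementary Data 1 it rose with IL-1β from 20.7 ± 2.16 to 192 ± 20.0 CPM (SD, n = 2 each), a log2 fold change of 3.21 (standard error 0.11, adjusted p = 1.23e-09 from edgeR's quasi-likelihood test). Among the 15108 genes tested it ranked 16 by p-value, 15 among the genes that rose and 84 by log2 fold change. With each pair of libraries left out in turn the log2 fold change was 3.22. Over the 16 control libraries the log2 fold change was 3.36 (standard error 0.41, adjusted p = 7.68e-05), with a rank by p-value of 289. It was above every untreated library in 7 of the 8 libraries labelled IL-1β, and the wild-type library labelled IL-1β in set 2 had 9.54 CPM.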

A prime candidate was *Nfkbiz*, one of the most significantly upregulated genes in our RNA-seq dataset upon IL-1β stimulation (Fig. 1a), which encodes IκB-ζ, a pro-inflammatory protein that has been shown to be important in macrophages for production of a subset of inflammatory response genes^13,46,47^. We identified that gene expression of *Nfkbiz* was significantly elevated in joint articular cartilage at 4 weeks post MLI (Fig. 4c). Confirming that this finding is inflammation-mediated, mRNA expression of *Nfkbiz* upon treatment of chondrocytes with IL-1β showed a significant and rapid increase, which was NF-κB dependent since IKK2 inhibitor treatment was able to significantly attenuate it (Fig. 4d). Protein levels of IκB-ζ, which is not expressed in untreated cells, were significantly increased upon treatment with IL-1β, while co-treatment with IKK2 inhibitor greatly reduced it, corroborating gene expression findings (Fig. 4e). Genetic deletion of *Nfkbiz* demonstrated that IκB-ζ is essential for the expression of a subset of inflammatory response genes such as IL-6 and MMP13 in chondrocytes, even when NF-κB signaling is intact (Fig. 4f–g). This highlights IκB-ζ as a critical player in the inflammatory response and OA cartilage degradation.

Based on the findings that FX11 reduced gene expression of catabolic genes independent of NF-κB activity, we proposed that inhibition of LDHA may decrease IκB-ζ expression. FX11 did not decrease gene expression of *Nfkbiz* induced by IL-1β (Fig. 4h) but significantly decreased IκB-ζ protein level (Fig. 4e). These observations together with our findings that chondrocytes under basal conditions express the *Nfkbiz* gene but not IκB-ζ protein, and that IL-1β is essential for IκB-ζ protein expression, suggested that IκB-ζ is regulated in a bi-modal manner transcriptionally and post-transcriptionally by IKK2 and LDHA, respectively. Proposing that IκB-ζ is likely regulated post-translationally, we displayed that IκB-ζ is targeted to the proteasome for degradation since use of proteasome inhibitor lead to accumulation of IκB-ζ even in the absence of inflammatory stimuli (Supplementary Fig. 3F; lanes 5, 7).

To confirm that inhibition of LDHA was responsible for the decreased expression of catabolic genes, and not due to an off target effect of FX11, LDHA was deleted from primary chondrocytes using *LDHA*^f/f^ cells. LDHA deficient cells (*LDHA*^−/−^) displayed a significant decrease in expression of IL-6 and MMP13, confirming that LDHA supports catabolic gene expression (Fig. 4i–k). In addition, *LDHA* deletion lead to significant inhibition of IκB-ζ protein expression induced by IL-1β treatment (Fig. 4l). 

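Deletion was checked first by the targeted gene in every library. CPM values of this check are normalized over all 32 libraries together. Ldha stood at 918 and 869 CPM in Ldha f/f chondrocytes given GFP virus, at 118 and 111 CPM after Cre, at 1557 and 1547 CPM after GFP with IL-1β and at 81.3 and 72.9 CPM after Cre with IL-1β. Nfkbiz stood at 16.1 and 17.0 CPM in Nfkbiz f/f chondrocytes given GFP virus, at 9.65 and 8.28 CPM after Cre, at 235 and 229 CPM after GFP with IL-1β and at 29.5 and 32.3 CPM after Cre with IL-1β. In the third line, which the paper's text does not name, Nampt stood at 59.5 and 54.6 CPM after GFP, at 6.72 and 6.86 CPM after Cre, at 67.4 and 68.4 CPM after GFP with IL-1β and at 5.70 and 4.63 CPM after Cre with IL-1β. In every library given Cre virus the targeted gene was therefore lower than in every library given GFP virus with the same treatment. The comparison set Cre with IL-1β against GFP with IL-1β, 2 libraries against 2, within the 8 libraries of each line, with the same filter and test as for IL-1β. Library totals lay between 18237872 and 36421810 in Ldha f/f and between 20625238 and 25632928 in Nfkbiz f/f, and 15880 and 15356 genes were tested. The GFP libraries of the same line served as the control, and the wild-type libraries, which were given no virus, were not used in the test. Ldha had a log2 fold change of -4.31 (standard error 0.09, adjusted p = 6.79e-09 from edgeR's quasi-likelihood test) after Cre in Ldha f/f chondrocytes, and Nfkbiz had one of -2.93 (standard error 0.11, adjusted p = 2e-09) in Nfkbiz f/f chondrocytes.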

We then performed RNA sequencing to compare gene expression in LDHA and *Nfkbiz* deficient to wild-type chondrocytes treated with IL-1β. 

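In Ldha f/f chondrocytes under IL-1β, 5392 genes differed between Cre and GFP virus at an adjusted p-value of 0.05 or less, 2685 of them higher and 2707 lower after Cre. In Nfkbiz f/f chondrocytes 2666 genes did, 1253 higher and 1413 lower. Among the 14936 genes tested in both lines, 555 were higher in both, where 202 would be shared if the 2 sets were independent, and 653 were lower in both, where 249 would be. The shared genes thus number 1208 against 451 by independence, and they make up 46.0% of the genes called in Nfkbiz f/f and 23.6% of those called in Ldha f/f. The odds ratio was 5.11 for higher genes (one-sided Fisher's exact test, p = 1.81e-137) and 5.03 for lower genes (p = 5.36e-154), and since genes are not independent replicates these p-values describe the libraries. A further 309 genes were called in both lines with opposite directions, where 449 would be by independence. Across genes the correlation of the 2 sets of log2 fold changes was 0.38. Of the 1206 shared genes also tested in Nampt f/f, 1105 (91.6%) changed in the same direction with Cre under IL-1β there. Each comparison also sets a Cre virus against a GFP virus, which the overlap cannot separate from the deletions. Il6 fell from 23.6 ± 1.36 to 5.85 ± 0.477 CPM (SD, n = 2 each) after deletion of Ldha, a log2 fold change of -2.02 (adjusted p = 2.4e-04 from edgeR's quasi-likelihood test), and from 32.8 ± 0.200 to 0.797 ± 0.242 CPM (SD, n = 2 each) after deletion of Nfkbiz, one of -5.36 (adjusted p = 1.95e-08). Mmp13 had log2 fold changes of -2.21 (adjusted p = 4.99e-08) and -1.52 (adjusted p = 1.74e-05), Mmp3 of -2.37 and -2.69, and Lcn2 of -1.09 and -4.78, in the same order. Nfkbiz mRNA fell from 176 ± 7.14 to 71.5 ± 2.25 CPM (SD, n = 2 each) after deletion of Ldha, a log2 fold change of -1.30 (adjusted p = 6.64e-06), and Ldha mRNA fell from 1948 ± 8.14 to 1100 ± 1.40 CPM (SD, n = 2 each) after deletion of Nfkbiz, one of -0.83 (adjusted p = 2.04e-04). Acan had log2 fold changes of -0.85 (adjusted p = 2.57e-05) after deletion of Ldha and 0.37 (adjusted p = 0.149) after deletion of Nfkbiz.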

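The genes with the smallest adjusted p-values after deletion of Ldha were Krt7, Tinagl1, Lama5, Lamb3 and Krt19 among those higher and Ldha, Hapln1, Hspa1b, Sulf1 and Tox among those lower. Of these, Tinagl1, Lama5, Lamb3, Hapln1, Hspa1b and Sulf1 also headed the same lists for Cre in Nampt f/f under IL-1β. Lamb3 had a log2 fold change of 4.08 there and Hapln1 one of -3.28, so such changes are not particular to Ldha deletion. Krt7, Krt19, Tox and Ldha did not head those lists. After deletion of Nfkbiz the genes with the smallest adjusted p-values were Ccnd1, Npr3, Sncg, Timp3 and Cavin2 among those higher and Zan, Tmem130, Htra2, Lipg and Nat8f5 among those lower. These last 5 genes were low in untreated wild-type libraries as well, which were given no virus, with 0.298 CPM of Zan, 0.151 of Tmem130, 30.9 of Htra2, 2.19 of Lipg and 0.520 of Nat8f5. In Ldha f/f chondrocytes the same-numbered libraries with GFP and Cre under IL-1β had a correlation of their deviations from the group means of 0.41, and with the replicate number as a block 7120 genes were called, 3513 higher and 3607 lower. In Nfkbiz f/f chondrocytes that correlation was 0 and the numbers within a condition carry no pairing, and 2303 genes were called with the block. The correlation was -0.36 between the untreated GFP and Cre libraries of Nfkbiz f/f, and with the untreated Cre libraries crossed, a choice made after seeing the data, 3052 genes were called. With the block in both lines 1237 genes were shared in the same direction, 551 higher and 686 lower. The alternative that moved the shared number most was a model of all 32 libraries, with 277 shared genes. The paper takes the many overlapping genes as a further hint that much of the anti-inflammatory action it ascribes to LDHA depends on IκB-ζ.

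**Figure D3:**
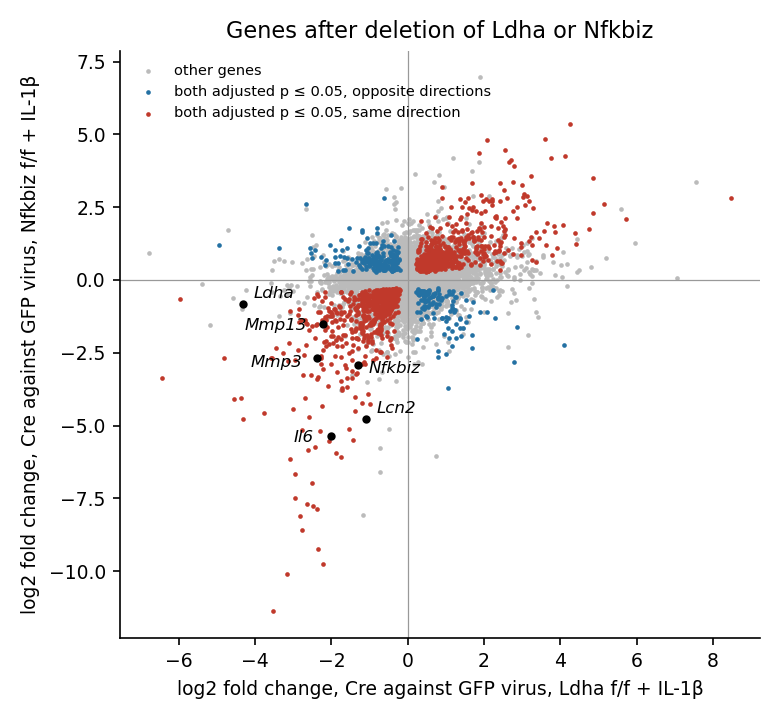
Log2 fold change of Cre against GFP virus under IL-1β in Ldha f/f chondrocytes (horizontal axis) and Nfkbiz f/f chondrocytes (vertical axis), with 1 point per gene. The 1208 genes called in both lines with the same direction are red, the 309 with opposite directions blue, and 6 genes are named. Il6, Mmp3, Mmp13 and Lcn2 lie in the lower left, lower after Cre in both lines.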

We identified many overlapping genes in *LDHA* deficient and *Nfkbiz* deficient chondrocytes, further suggesting that much of LDHA’s anti-inflammatory properties are IκB-ζ dependent (Fig. 4m–o). Of note, deletion of LDHA or use of FX11 did not significantly reduce lactate secretion (Supplementary Fig. 3G) or viability of chondrocytes, likely due to LDHB compensation. This confirms a previous report that deletion of both LDHA and LDHB is required in some cell types to eliminate lactate production^45,48^. We confirmed this proposition by using the LDH inhibitors GSK2837808A and sodium oxamate, which can act on both LDHA and LDHB. Indeed, both inhibitors were able to effectively reduce lactate production (Supplementary Fig. 3H). Similarly, deletion of LDHA alone was unable to significantly reduce lactic acid secretion (Supplementary Fig. 3I). We also observed that inflammatory stimulation had opposite effects on LDHB gene expression levels, with IL-1β treatment reducing LDHB gene expression (Supplementary Fig. 3J), yet residual activity of this enzyme supported lactate production. This is also supported by the fact that at the protein level, 24 h of IL-1β treatment did not decrease LDHB levels (Supplementary Fig. 3K). Various LDH inhibitors also did not affect protein levels, displaying the availability of LDHB to compensate.

### LDHA-NADH interaction propagates ROS induced by inflammation

Next, to decipher the mechanism by which LDHA modulates the expression of IκB-ζ and the inflammatory response, we first determined that LDHA does not regulate mRNA stability of *Nfkbiz*, suggesting that IκB-ζ is likely regulated at or beyond the stage of translation (Supplementary Fig. S4A). This is in agreement with previous publications that suggest that IκB-ζ is not regulated at the level of mRNA stability^49^. Since LDHA’s primary function is to generate lactate, we examined if lactate levels can affect IκB-ζ stability and/or the inflammatory response. Treatment of chondrocytes with lactate did not affect IL-6 and slightly increased MMP13 gene expression, but had no effect on IκB-ζ protein expression (Supplementary Fig. 4B–D). We also observed that treatment of cells with super-physiological amounts of pyruvate marginally decreased the inflammatory response but not IκB-ζ protein levels (Supplementary Fig. 4E–G). These results rule out lactate and pyruvate as major contributors to IκB-ζ.

Next, since LDHA inhibitor FX11 is a partial NADH analog^44,50^, we surmised that the mechanism of action is dependent upon LDHA binding to NADH. Prior publications in cell-free systems showed that LDHA bound to NADH can promote electron donor activity of NADH to generate ROS species, thus creating a ROS chain reaction^51–53^. Using the DCFDA fluorescent probe, we show that IL-1β significantly increased intracellular ROS production in an NF-κB-dependent manner (Fig. 5a). More importantly, FX11 treatment abolished ROS production (Fig. 5a).

**Fig. 5:**
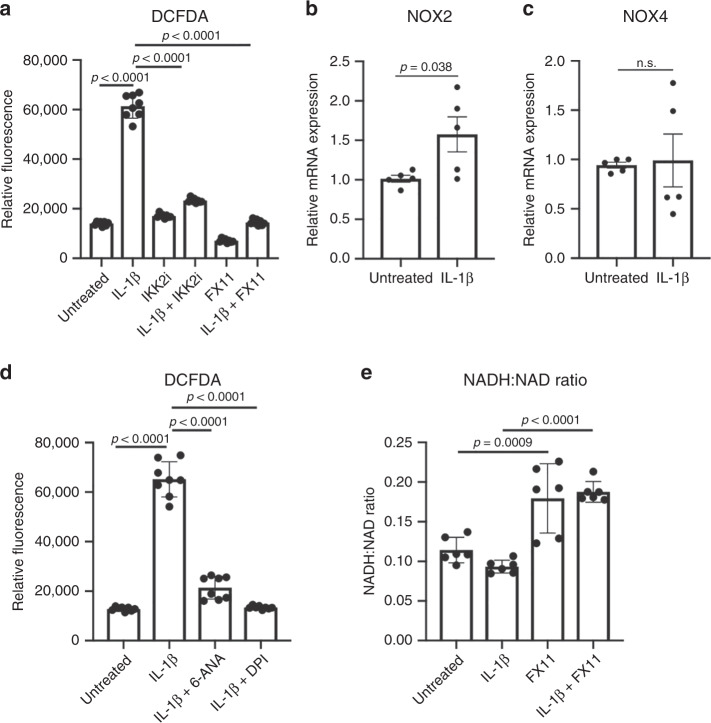
LDHA interaction with NADH propagates ROS. **a** Primary chondrocytes were treated with IL-1β (10 ng/mL) in the presence or absence of IKK2i (10 μM) or FX11 (40 μM) for 24 h. DCFDA assay was performed and fluorescence was measured by microplate reader to determine intracellular ROS levels, displaying reduction in ROS levels. Results are representative of one experiment out of three, with bars representing mean ± S.D. for *n* = 8 wells. **b**, **c** Primary chondrocytes were treated with IL-1β (10 ng/mL) for 24 h. qPCR was performed to measure gene expression of NOX2 and NOX4. Bars represent mean ±  S.E.M. for *n* = 5 independent experiments. **d** Primary chondrocytes were treated with IL-1β (10 ng/mL) in the presence or absence of 6-ANA (100 μM) or DPI (1 μM) for 24 h. DCFDA assay was performed and fluorescence was measured by microplate reader to determine intracellular ROS levels, displaying reduction in ROS levels. Results are representative of one of three independent experiments, with bars representing mean ± S.D. for *n* = 8 wells. **e** Chondrocytes were treated with IL-1β (10 ng/mL) for 36 h in the presence of absence of FX11 (40 μM). NAD^+^ and NADH levels were measured in chondrocytes to calculate the NADH:NAD^+^ ratio in biological replicates. Data are pooled from three experiments for *n* = 6 biological replicates, with error bars representing mean ± S.D. **a**, **d**, **e** One-way ANOVA was performed followed by Tukey’s multiple comparison’s test. **b**, **c** Two-tailed student’s *t-*test was performed. *p*-values displayed in figure.

There are several sources of ROS in the cell, though the most likely sources upon inflammatory stimulation are either the activity of NADPH oxidase (NOX) or mitochondrial activity. NOX activity is dependent upon NADPH, generated via pentose phosphate activity, which we have shown to be increased in chondrocytes treated with IL-1β (Supplementary Fig. 1E). We show that NOX2 and NOX4 are expressed in chondrocytes, with NOX2 expression being upregulated following IL-1β treatment (Fig. 5b, c). Interestingly, DPI, a NOX inhibitor, or 6-ANA, a PPP inhibitor, greatly decreased the IL-1β-induced increase of ROS, indicating that NOX activity is a critical component of IL-1β-mediated ROS production (Fig. 5d). These results were further confirmed by the use of Vas2870, a highly specific NOX inhibitor (Supplementary Fig. 4H, I).

NADPH can also be consumed by ROS-reducing GSH regenerating enzymes. The results of GSH:GSSG measurements suggest PPP activity is likely increased to maintain GSH levels and attempts to balance out the pro-ROS effect of IL-1β (Supplementary Fig. 4J). FX11 causes a slight increase in GSH, suggest a lower state of oxidative stress, likely due to overall lower ROS in the cell.

We also measured levels of ROS generated in mitochondria and observed increased mtROS upon IL-1β treatment (Supplementary Fig. 4K), due to mitochondrial dysfunction displayed by the decrease in OxPhos observed in Fig. 1. This dysfunction likely contributes to increased NADH availability, as was previously published^54,55^, further contributing to the propagation of ROS by LDHA. However, use of FX11 did not decrease mtROS production.

To confirm that the ROS-propagating function of LDHA is not mediated by its enzymatic activity, but rather through interaction with NADH, we utilized sodium oxamate, a pyruvate-analog LDHA inhibitor, which should not interfere with LDHA-NADH interaction. We show that this inhibitor had no effect on ROS (Supplementary Fig. 4L), though at these concentrations it significantly decreased lactate production (Supplementary Fig. 3H) confirming inhibition of LDHA enzymatic activity. Furthermore, we display that FX11 increased levels of NADH relative to NAD in the cell, supporting our hypothesis that FX11 displaces NADH from LDHA and stops the donation of electrons from NADH to free radicals (Fig. 5E). LDHA deletion also reduced the amount of ROS generated in the cell upon IL-1β stimulation (Supplementary Fig. 4M). Thus, we confirm that blocking the NADH binding site on LDHA is critical for ROS generation compared to the substrate binding site.

Finally, to rule out the potential role of the higher atmospheric oxygen in modulating metabolism and the inflammatory response, we wanted to determine if the same effects of inflammation and LDHA inhibition on ROS occur in hypoxic conditions. We observed that chondrocytes cultured and treated in hypoxia exhibited similar inflammatory responses to IL-1β (Supplementary Fig. 5A–C). However, there was increased expression of LDHA and production of lactate, suggesting a greater reliance upon anaerobic glycolysis as expected under hypoxia. In addition, ROS levels also changed with similar patterns as that observed in normoxic culture conditions, although there was slightly more ROS with IL-1β stimulation, likely due to increased LDHA activity with hypoxia (Supplementary Fig. 5E). FX11 was still highly effective however, highlighting that the effects of inflammation on metabolism and ROS seen are independent of environmental oxygen and originate from a cell intrinsic source. Finally, IκB-ζ expression in response to IL-1β also resembled that seen during normoxia (Supplementary Fig. 5F).

### ROS species stabilize IκB-ζ to promote inflammatory response

We then hypothesized that inflammation-induced LDHA activity propagates ROS production to cause oxidative stress, leading to stabilization of IκB-ζ, and that the protective effect of LDHA inhibitor (FX11) may be occurring via restraining damaging ROS species. Indeed, treatment of chondrocytes with ROS scavenging molecule N-acetyl-cysteine (NAC) was able to decrease protein levels of IκB-ζ induced by IL-1β and also decreased expression of IL-6 and MMP13 (Fig. 6a–c). We also confirmed this effect using DMSO, which has previously been shown to be a ROS scavenger and anti-inflammatory compound^56^. Increasing concentrations of DMSO reduced cellular ROS levels, IκB-ζ protein expression, and gene expression of IL-6 and MMP13 (Fig. S6A–D). Furthermore, all the treatments that were shown to decrease ROS such as Vas2870 and 6-ANA also potently decreased expression of IL-6 and MMP13 (Fig. S6E–H).

**Fig. 6:**
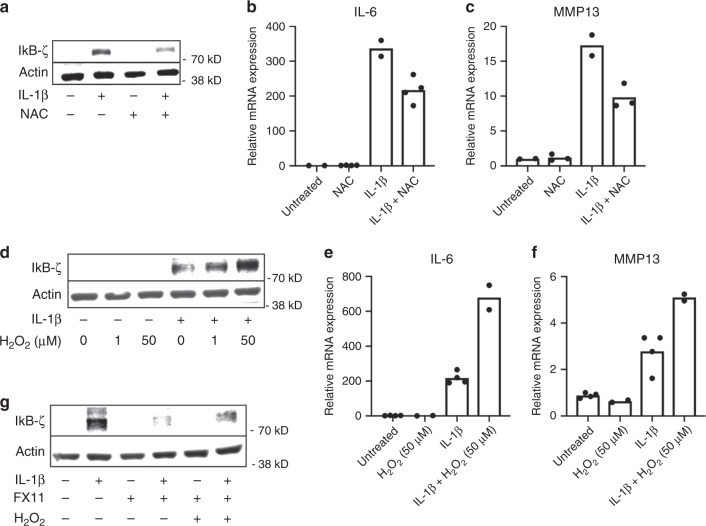
ROS regulates stability of IκB-ζ protein. **a** Chondrocytes were co-treated with IL-1β (10 ng/mL) and N-acetylcysteine (3 mM) for 24 h. Western blotting was performed for IκB-ζ. **b**, **c** Gene expression analysis for IL-6 and MMP13 was performed by qPCR. Results are representative of two out of three independent experiments, due to large biological variation in third experiment with similar trends. Bars represent mean of *n* = 2 independent experiments. **d** Chondrocytes were treated with increasing concentrations of Hydrogen peroxide in the presence or absence of IL-1β for 24 h. Western blotting was performed for IκB-ζ. Image representative of one of three experiments. **e**, **f** Gene expression of IL-6 and MMP13 was measured by qPCR. Results are representative of one experiment out of three displaying similar trends but with large biological variations in gene expression. Bars represent mean of technical replicates from one experiment. **g** Chondrocytes were then treated with FX11 (40 μM) in the presence or absence of H_2_O_2_ (50 μM) and IL-1β (10 ng/mL) for 24 h. Western blotting was performed for IκB-ζ. Image representative of one of two experiments.

To further confirm the role of ROS in promoting IκB-ζ stability, chondrocytes co-treated with IL-1β and hydrogen peroxide showed increased IκB-ζ protein compared to IL-1β alone (Fig. 6d). In addition, hydrogen peroxide co-treatment with IL-1β increased expression of IL-6 and MMP13, both IκB-ζ responsive genes (Fig. 6e, f). However, hydrogen peroxide alone had no effect on IκB-ζ protein, indicating that NF-κB activation, metabolic shift and ROS generation are critical parallel processes for IκB-ζ expression and stabilization. Furthermore, hydrogen peroxide co-treatment partially reversed the inhibitory effect of FX11 on IκB-ζ in chondrocytes by increasing protein levels relative to FX11 alone (Fig. 6g). Addition of hydrogen peroxide was also able to reverse the inhibitory effect of LDHA deletion or FX11 on IL-6 gene expression (Supplementary Fig. 6I, J), supporting that the effect of LDHA inhibition was ROS-mediated. Furthermore, sodium oxamate, which does not interfere with NADH binding, had little effect on ROS or IL-6 gene expression induced by IL-1β, or IκB-ζ protein levels (Supplementary Fig. 6K–M). However, GSK2837808A was able to markedly reduce the expression of IL-6, possibly because it is also a partial NADH analog (Supplementary Fig. 6N).

### Deletion of LDHA in chondrocytes is protective against OA

To validate the functional significance of our biochemical findings, we generated a mouse model for chondrocyte-specific deletion of *Ldha* (*Acan*^*ΔLdha*^*)*, which are predicted to decrease ROS generation in response to inflammatory stimulation as well as decrease IκB-ζ protein expression, thus protecting mice from OA. Gene deletion was induced by feeding tamoxifen prior to performing MLI surgery. Safranin-O staining of the knee joints displayed improved cartilage integrity in the MLI joints of *Acan*^*ΔLdha*^ (Fig. 7a, lower panels; black arrows) animals compared with control MLI mice, indicating protection, while sham joints did not show significant differences between the groups (Fig. 7a; upper panels). Blinded OARSI scoring was performed to measure the severity of OA in the safranin-O stained sections, displaying significantly decreased OA severity with LDHA deletion (Fig. 7b). Furthermore, IHC staining for MMP13 in these joints displayed reduced MMP13 levels in the MLI joints of *Acan*^*ΔLdha*^ animals compared to MLI joints of control animals (Fig. 7c), and the number of hypertrophic chondrocytes, which are indicative of damaged cartilage, appeared visually less in MLI sections of *Acan*^*ΔLdha*^ animals.

**Fig. 7:**
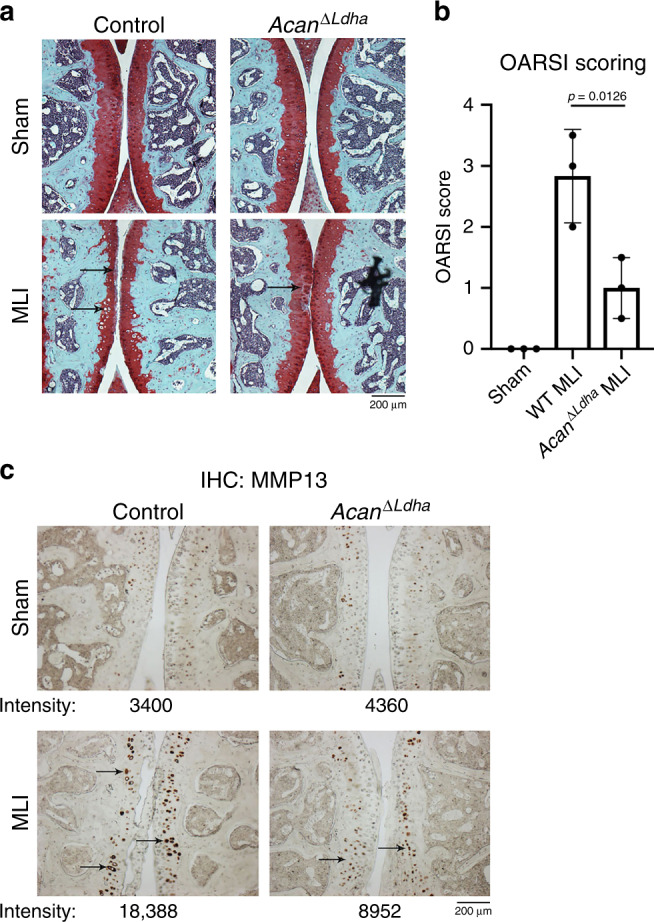
Deletion of LDHA in chondrocytes in vivo is protective against OA. **a** MLI surgery was performed on 10-week-old *Acan*^*Δ/Ldha*^ male mice placed on tamoxifen diet to induce recombination. Sham surgery was performed on contralateral leg and used as control. 10 weeks post surgery mice were sacrificed and joints were collected for histology. Safranin-O staining was performed of the MLI and sham joints. **b** OARSI scoring of two safranin-O stained sections per mouse were averaged (*n* = 3 mice for control, *n* = 3 mice for *Acan*^*Δ/Ldha*^). Bars represents mean ± S.D. from one experiment out of two comparing littermates. One-way ANOVA followed by Tukey’s test multiple comparisons test was utilized for statistical analysis. **c** IHC was performed for MMP13, with arrows pointing to examples of stained chondrocytes. Representative images are displayed with pixel intensity of stain quantified under each image. **a**, **c** Scale bar = 200 μm.

### LDHA inhibition reduces catabolic response of HAC

We then sought to determine the translational significance of our findings. We compared the gene expression profiles between well-preserved lateral and highly damaged medial human knee articular cartilage, confirmed by radiographic scoring and visual observation during surgery, from patients who underwent TKA. We observed a significant increase in LDHA (Fig. 8a) and G6PD2 (Fig. 8b) gene expression in damaged cartilage, indicating that human articular chondrocytes (HAC) in OA likely also undergo a metabolic reprogramming. In addition, damaged OA cartilage samples have elevated MMP13 (Fig. 8c) and NFKBIZ (Fig. 8d) gene expression. To further validate our findings, we observed that primary HAC isolated from knee joints underwent similar metabolic changes when treated with IL-1β, with increased glycolytic activity and decreased peak oxygen consumption rate (Fig. 8e, f). We then performed IHC in human OA cartilage compared to healthy donors and observed increased staining for IκB-ζ protein in the OA cartilage (Fig. 8g, arrows).

**Fig. 8:**
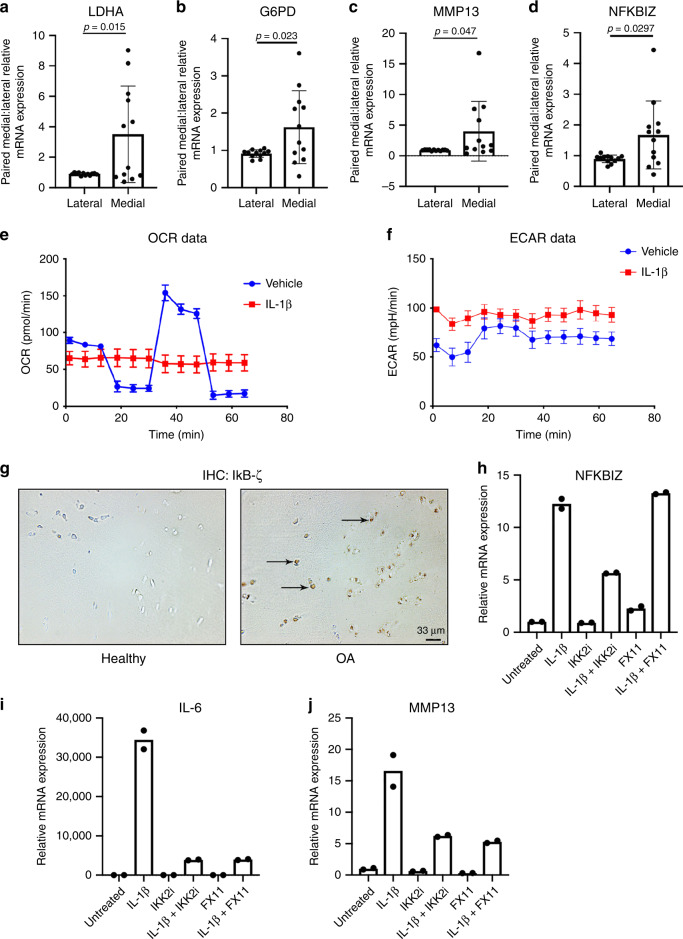
LDHA inhibition is efficacious in human articular chondrocytes. Medial and lateral cartilage samples were obtained from knee articular cartilage of patients undergoing TKA (*n* = 12). Medial regions of articular cartilage were more severely damaged upon radiographic and visual analysis by surgeon, while lateral regions were healthier regions of cartilage with little signs of OA. **a**–**d** LDHA, G6PD2, MMP13, and NFKBIZ gene expression was measured in OA cartilage by qPCR. Gene expression was normalized to actin. Gene expression is displayed as fold change in medial cartilage sample relative to paired lateral cartilage sample. Bars represent mean ± S.D. for *n* = 12 patient samples. **e**, **f** Primary human knee articular chondrocytes were treated with IL-1β (10 ng/mL) for 24 h. Seahorse was performed to measure ECAR and OCR as previously stated. Bars represent mean ± S.D. for five wells. Data is representative of one out of two experiments. **g** IHC was performed for IκB-ζ in healthy and OA human cartilage (arrows). Representative images of *n* = 3 samples are displayed. **h**–**j** Chondrocytes were isolated from human knee articular cartilage. Cells were treated with IL-1β (10 ng/mL) for 24 h in the presence or absence of IKK2i (10 μM) or FX11 (40 μM). Gene expression of NFKBIZ, IL-6, and MMP13 was measured by qPCR, with bars representing mean of technical duplicates. Results are representative of one out of two independent experiments with similar trends. **a**–**d** Two-tailed student’s *t-*test was performed. *p-*values indicated in figure.

Next, we validated our results utilizing HAC, treated with IKK2i or FX11 in the presence or absence of IL-1β. Treatment with IL-1β increased gene expression of *NFKBIZ*, which was significantly reduced with IKK2 inhibitor, but not with FX11 (Fig. 8h), replicating murine data (Fig. 4h). In addition, treatment with IKK2 inhibitor was highly effective at reducing catabolic enzyme and inflammatory cytokine production by inhibiting the NF-κB pathway (Fig. 8i, j). FX11 had a similar inhibitory effect on catabolic gene expression (Fig. 8i, j) as it did in murine chondrocytes by reducing IL-6 and MMP13 expression (Fig. 4a, b), identifying LDHA as a potential therapeutic target in human OA patients as well.

## Discussion

This work highlights several findings that have important implications for understanding the intricate relationship between the inflammatory and metabolic responses of OA chondrocytes. We conclude that, (a) Inflammation shifts cell metabolism towards aerobic glycolysis in an NF-κB-mediated manner, (b) LDHA has a pro-ROS forming function in chondrocytes during inflammatory states, (c) Inhibition of LDHA activity has potent anti-inflammatory and anti-catabolic properties via increasing degradation of IκB-ζ by the proteasome.

Unlike other joint diseases, such as RA, that have a significant pathogenic contribution from immune and other joint synovial cells, OA is primarily driven by the generation of catabolic products from articular chondrocytes in response to biomechanical and inflammatory stimuli. Here, we present definitive data that chronic NF-κB activation is one of the major drivers of pathological changes in OA. NF-κB can be activated in chondrocytes due to insults throughout life such as mechanical stress, injury, and the presence of inflammatory cytokines emanating from aging, metabolic disease and other causes to promote catabolic changes. Cartilage degradation further increases mechanical stress and injury to the joint, exacerbating inflammatory stimuli in the synovial space to perpetuate NF-κB activity and generate a vicious positive feedback cycle.

However, chronic systemic inhibition of NF-κB is challenging in humans due to undesired side effects. Similarly, inhibition of individual cytokines, such as IL-1β, using biologics has failed in the past for treating OA since it does not block the myriad of other potential inflammatory stimuli^57^. We instead explored a paradigm by which inflammation and metabolism are reciprocally regulatory. IL-1β treatment caused metabolic reprogramming, mimicking the Warburg effect and expanding upon some previous reports studying chondrocyte metabolism^58–60^. Other gene expression sets from articular chondrocytes treated with IL-1β or OA chondrocytes also display similar alterations in metabolic enzyme expression^61,62^, confirming metabolic changes as a conserved aspect of OA. We highlight the metabolic shift is a potential target for treating OA and identify a non-metabolic function of LDHA that is critical for modulating the inflammatory response, independent of its canonical lactate-producing role. Chan et al. showed elegantly that LDHA binding to NADH in a cell-free system can greatly increase the rate of oxidation and free radical generation, causing a chain reaction that was dependent upon superoxide as the initiating factor^52,63,64^. It is likely that the interaction of NADH with the Rossman fold domain of LDHA^65,66^ allows for faster electron donation from NADH to oxygen-containing compounds through its catalytic activity, as well as by thermodynamic stabilization of free radical intermediates. A similar finding was reported by another group studying the role of LDHA^67^, validating our own results. However, the impact of this finding in biological systems and its implications for disease has not been well studied. While this work suggests that NADH is a pathological factor, it is likely only so during inflammatory states. During inflammation, elevated glycolysis leads to increased NADH levels, which is not consumed due to the decrease in ETC activity. Overall, this high-energy NADH excess can donate electrons to oxygen-containing compounds in addition to pyruvate. We propose however that this mechanism is only partially responsible for the effect of FX11 on inflammation since prior studies have shown that FX11 can also have some effects on mitochondria^44^, which may explain why deletion of LDHA did not have as dramatic of an effect on ROS as FX11 treatment. More surprisingly, LDHA deletion or inhibition had little effect on chondrocyte viability or lactate levels, demanding further research into the role of other LDH isoforms during inflammatory states.

Mechanistically, we provide evidence that IκB-ζ plays an important part in the metabolic-inflammatory axis and is, at least partially, responsible for the pro-inflammatory effects of LDHA-induced ROS. IκB-ζ is an inflammatory mediator that we display is bi-modally regulated by NF-κB and ROS, transcriptionally and post-transcriptionally, respectively. The process begins with transcriptional expression of *Nfkbiz* by IKK2/NF-κB followed by stabilization of its protein product, IκB-ζ, in ROS-dependent manner. We display that IκB-ζ is redox-sensitive protein essential for the expression of a subset of inflammatory response genes, such as IL-1β, MMP13 and IL-6, which are well established culprits of OA cartilage loss, a finding supported by recent evidence^68^ and warrants discovery of direct inhibitors of IκB-ζ activity. One of the limitations of this study was the use of fluorescent probes such as DCFDA to study ROS production. The use of redox sensors would offer much more fine-tuned analysis of ROS species. Further elucidating this redox mechanism through state-of-the-art genetic models and redox measurement techniques will be the focus of future work, especially given the extensive evidence that oxidative stress is a prevalent factor in OA pathogenesis^31,69^.

Studies analyzing synovial fluid displayed that OA patients have elevated levels of lactic acid in the absence of sepsis, further supporting the notion that LDHA is likely a pathogenic player in human OA^70^, which we confirmed using human OA tissue samples. Our work has important translational implications given that targeting LDHA may be very safe in humans. Humans who have nonfunctional LDHA mutations are often asymptomatic or have symptoms upon severe exertion^71,72^, suggesting that inhibition of LDHA may not pose a significant detrimental effect to healthy cells. It is possible that with specific targeting of FX11 or NF-κB inhibitors to the joint, the progression of OA can be halted by preventing chondrocyte-mediated inflammatory response. Overall, our results identify LDHA-mediated ROS production as a therapeutic target for OA.

## Methods

### Animal models

IKK2ca (IKK2ca^f/f,^), LDHA floxed (Ldha^f/f^) (gift from Dr. Fanxin Long) on a C57BL/6 background were crossed with Aggrecan-cre–ERT2 mice (Stock No. 09148, Jackson Labs) to generate Agn1^CreERT2^,IKK2ca^ki/ki^ (IKK2ca^*acan*^) mice, *Acan*^*ΔLdha*^, on a C57BL/6 background, respectively. Only male mice were utilized for these experiments in order to maintain comparability to the MLI model, which is generally performed on male mice. All mice were fed with tamoxifen chow (Teklad Custom Diet, Envigo) to induce genetic recombination in inducible Aggrecan-cre-ERT2 mice, with groups separated into cre-positive and cre-negative animals. NF-κB-GFP-Luciferase reporter mice were purchased from Jackson Labs. IKK2 floxed, LDHA floxed, and *Nfkbiz* floxed mice (^68^RBRC06410, Riken, Japan) were used for isolating primary chondrocytes from newborn pups. NF-κB-GFP-Luciferase reporter mice (Stock No. 027529, Jackson Labs) were used for in vivo bioluminescence imaging with MLI and for isolating primary chondrocytes for measuring NF-κB activity. Wild type (WT) mice were generated by breeding C57BL/6 animals. All experiments were performed using littermate controls. Mice were housed at the Washington University School of Medicine barrier facility at five or less per cage at 24–26 °C with humidity ranging between 30–60% with 12 h light/dark cycles switching at 6 p.m. All experimental protocols were carried out in accordance with the ethical guidelines approved by the Washington University School of Medicine Institutional Animal Care and Use Committee.

### Cell culture

For all chondrocyte experiments unless otherwise stated, primary chondrocytes were isolated from the sterna and ribs of P1-P3 mice without consideration for sex using sequential digestion with pronase (2 mg/mL, PRON-RO, Roche) at 37 degrees, followed by collagenase D (3 mg/mL, COLLD-RO, Roche) two times at 37 degrees, and cultured in Dulbecco's modified Eagle medium (DMEM; Life Technologies, USA) containing 10% fetal bovine seru (FBS) and 1% penicillin/streptomycin (15140122, ThermoFisher) and plated in tissue culture plates, based on previous protocol^73^. For experiments, cells are treated with recombinant mouse IL-1β (211-11B, Peprotech) at 10 ng/mL, LDHA inhibitor FX11 (427218, EMD Millipore), Sodium Oxamate (O2751, Sigma), GSK2837808A (MedChem Express), IKK2 Inhibitor SC-514 (SML0557, Sigma), Diphenyleneiodinium (D7008, Sigma), 6-aminonicotinamide (A68203, Sigma), Vas2870 (SML0273, Sigma) or hydrogen peroxide (323381, Sigma). IKK2ca expression experiments were performed under similar conditions without treatment of IL-1β following retroviral transduction. Human chondrocytes were isolated from post surgery discarded human articular cartilage samples isolated by enzymatic digestion. Cells were cultured in DMEM:F12 (Life Technologies, USA) containing 10% FBS, 1% penicillin/streptomycin (15140122, ThermoFisher) and Ascorbic acid. To generate retroviral particles, Plat-E cells were used. Plat-E cells were cultured in DMEM supplemented with 100 units/mL penicillin/streptomycin and 10% FBS (v/v).

### Meniscal-ligamentous injury

Meniscal-ligamentous injury (MLI) surgery was utilized to induce OA in mice^74^. In this procedure, medial meniscus was surgically removed from the joint without disrupting patella or other ligaments. Sham surgery was performed on the contralateral joint in which a similar incision is made on the medial side without removal of the meniscus. After 10 weeks, mice are sacrificed and joints were collected for histology. MLI was performed in 10–12-week-old male NF-κB-GFP-Luciferase reporter mice to generate and analyze NF-κB activation in OA model. *Acan*^*ΔLdha*^ mice underwent MLI surgery to study the role of LDHA deletion on OA development. Mice were anesthetized with ketamine according to the approved animal protocol. To analyze the effect of IKK2 inhibitor VIII (HY-13060, Medchem Express, Monmouth Junction, NJ) on OA development, MLI surgeries were performed in 12-week-old C57BL/6 WT mice. The mice were injected with IKK2 inhibitor VIII (2 mg/kg, IP) every alternate day for 5 weeks. OARSI scoring was performed by blinded reviewer based on safranin-O stained images observing articular cartilage structure and integrity. For isolation of articular cartilage from these mice to study gene expression changes in the MLI compared to sham joints, mice were sacrificed 4 weeks post surgery and articular cartilage was scraped from the surface of femur and tibia of either sham or MLI joints under dissection microscope. Cartilage was then immediately placed in Trizol (15596026, ThermoFisher) and mRNA was isolated.

### Adenoviral injection in joints

Adeno-LacZ and Adeno-IKK2ca viral particles were purchased from Viraquest, Inc., North Liberty, IA. 1 × 10^9^ particles (3–4 × 10^7^ p.f.u.) Adeno-LacZ and Adeno-IKK2ca particles were injected in left and right knee, respectively, of 6-week-old C57BL/6 mice. The mice were sacrificed 10 days after injection. The joint tissues were collected and processed for histology and immunohistochemistry.

### Histology and immunochemistry

At the end of experiments, mouse long bones were harvested keeping knee joints intact and fixing in 10% neutral buffered formalin for 24 h at room temperature followed by decalcification in Immunocal (StatLab, McKinney, TX) for 3 days with fresh Immunocal changed every 24 h. Tissues were processed, embedded into paraffin, and sectioned 5 μm thick then stained with Hematoxylin-Eosin or Safranin-O to visualize cartilage and bone. For immunohistochemistry, sections were deparaffinized and rehydrated using three changes of xylenes followed by ethanol gradient. Antigen retrieval in murine sections was performed by boiling samples in Citrate buffer (pH 6.0) at high pressure, followed by quenching of endogenous peroxidase activity by incubation in 3% H_2_O_2_ for 15 min at room temperature. Antigen retrieval in human cartilage sections was performed using proteinase K incubation for 15 min followed by peroxide quenching. Sections were then blocked using DAKO solution with background reducing components (S302281, Agilent, Santa Clara, CA) for 1 h at room temperature. Sections were incubated overnight at 4 degrees with anti-p-IKK2 (ab5915, Abcam, Cambridge, UK), anti-MMP13 (Ab39012, Abcam, Cambridge, UK), or anti-IκB-ζ (NBP1-89835, Novus, Colorado, US) antibody at a 1:200 dilution. Sections were rinsed in phosphate-buffered saline (PBS) several times followed by addition of 1:500 dilution of biotinylated secondary antibody (BP-1100, Vector Biolabs, Burlingham, CA) for 1 h. Post secondary antibody incubation, sections were washed with PBS-T several times followed by incubation with streptavidin-HRP (2 μg/mL) for 20 min. After extensive washing with PBS, sections were developed using DAB peroxidase kit (SK4100, Vector Biolabs, Burlingham, CA), with development on each slide standardized to the same amount of time. Images were quantified using ImageJ (RRID: SCR_003070) by converting images to greyscale, followed by setting a threshold value and measuring and summing total pixel intensity above the threshold.

### Bioluminescence imaging

Bioluminescence imaging (BLI) was performed with the IVIS 50 imaging system (Xenogen/PerkinElmer) at Washington University Molecular Imaging Core. 5 min before anesthesia via isofluorane inhalation, mice were injected intraperitoneally with a luciferin solution (150 mg/kg). Luciferase activity was acquired by 10 s of photon imaging, two mice at a time. Mice were continuously imaged before and each week after surgery (for 5 weeks). All images were analyzed by Living Image 3.0 software (RRID: SCR_014247, PerkinElmer) for luminescent intensity of the knee areas of the MLI side compared to the Sham side.

### Micro-CT and X-ray analysis

Intact knee joint from different animals were isolated, fixed overnight in 10% neutral buffered formalin (HT501128, Sigma) followed by washing with phosphate buffer saline (PBS) three times and transfer to 70% ethanol (v/v). Bones were then scanned using Scanco Medical micro-CT systems (Scanco, Wayne, PA, USA) at the core facility at the Musculoskeletal Center at Washington University in St. Louis (St. Louis, MO). Briefly, images were scanned at a resolution of 20 µm, slice increment 20 µm, voltage 55 kV, current 145 µA and exposure time of 200 ms. After scanning the knee joint area, three-dimensional images were constructed. X-ray analysis of isolated knee joints were performed using Faxitron UltraFocus 100 on automatic settings and at x5 magnification.

### Transfection and viral infection

GFP and IKK2ca were cloned in retroviral pMX constructs. For exogenous expression, relevant pMX-constructs were first transfected into Plat-E cells using Xtreme Gene 9 (XTG9-RO, Roche), followed by collection of virus-containing media for 2 days. Virus-containing media was later used to transduce primary chondrocytes by replacing culture media with virus-containing media in the presence of polybrene (5 ng/mL, TR-1003, Sigma) for 24 h. Media was then changed to DMEM with 10% FBS after 24 h.

For adenoviral infection, chondrocytes were treated with adenoviral-eGFP (VVC-U of Iowa 4) or adenoviral-Cre-eGFP (VVC-U of Iowa 1174) (University of Iowa Viral Vector Core) at an MOI of 10 in the presence of polybrene (5 ng/mL, Sigma) in media containing 5% FBS for 24 h. After 24 h, media was changed to DMEM containing 10% FBS. For DCFDA experiments using floxed cells, adenoviral-LacZ (VVC-U of Iowa 3554) and adenoviral-Cre (VVC-U of Iowa 5) (University of Iowa Viral Vector Core) were used to avoid fluorescent overlap of DCFDA and GFP.

### Western blot analysis

Total cell lysates for protein analysis were prepared by scraping cells in 1x Cell Lysis Buffer (Cell Signaling Technology, Danvers, MA, USA) containing protease/phosphatase inhibitor (ThermoFisher Scientific, Halt Protease Phosphatase Inhibitor Cocktail). Blotting was performed using primary antibodies for LDHA (Cat# PA5-27406, Invitrogen, 1:1000 dilution), LDHB (14824-1-AP, Proteintech, 1:1000 dilution), IκB-ζ (Cat# 14-16801-82, Invitrogen, 1:1000 dilution), and Actin (Cat# A228, Sigma, 1:5000 dilution). Protein concentration was determined by BCA assay (Pierce) and equal amounts of protein were loaded onto sodium dodecyl sulfate–polyacrylamide gel electrophoresis gel. After wet transfer to nitrocellulose membrane using BioRad Transfer system using 1x transfer buffer, and blocking with 5% BSA in PBS-Tween (0.1% v/v) (PBST) for 1 h at room temperature, membranes were probed with specific primary antibody primary antibodies diluted in 5% BSA in PBST overnight at 4 °C. Membranes were washed three times with PBST and probed with secondary antibodies from LI-COR (Odyssey Imager; donkey anti-rabbit/IRDye, 800CW/anti-goat/IRDye 800CW, anti-mouse IRDye 680RD, Donkey anti-rat/IRDye 800CW, 1:10,000 dilution) for 1 h at room temperature. Membranes were then washed three times with PBST and scanned using LI-COR Odyssey Imager (LI-COR Biosciences, Lincoln, NE, USA) at low resolution using Licor software (RRID: SCR_014579).

### Extracellular lactic acid measurement

Chondrocytes were cultured for 1 day with IL-1β treatment (10 ng/mL) with appropriate experimental conditions in 24-well plates containing 500 μL of DMEM containing 10% FBS. Supernatant media was collected and centrifuged to separate cell debris and floating cells. Supernatant was used immediately or stored at −80° C until lactic acid assay was performed to measure secreted lactate in the media using a 1:20 dilution (Cat# 1200011002, Eton Biosciences, l-Lactate Assay Kit I). Unconditioned DMEM with 10% FBS was used as a control for subtracting background.

### qPCR analysis

Trizol (Sigma) was added to samples to isolate mRNA from cell culture samples and human articular cartilage samples. Chloroform was added at a ratio of 0.2:1 to Trizol to samples, followed by centrifugation at 12,000 × *g* for 15 min. Aqueous layer was isolation and equal amount of 70% ethanol was added. RNA was then isolated from this fraction using PureLink RNA mini kit (Cat# 12183025, Ambion, Grand Island, NY, USA) and complementary DNA (cDNA) was prepared using High-Capacity cDNA Reverse Transcription kit (Cat# 4368814, Applied Biosystems). qPCR was carried out on BioRad CFX96 real time system using iTaq universal SYBR green super-mix (Cat#1725120, BioRad, Hercules, CA, USA). mRNA expression was normalized using actin as a housekeeping gene. Full list of primers is listed in Supplementary Table 1.

### Measurement of cellular metabolism by seahorse

Primary chondrocytes were plated in Seahorse XF96 plates at 50,000 cells per well and treated with IL-1β (10 ng/mL) in the presence or absence of IKK2 inhibitor or FX11. After 72 h, Seahorse assay was performed. For glycolysis stress test, cells were serum starved for 1 h in glucose-free media containing treatments, and measurement of ECAR and OCR was performed prior to and after sequential addition of glucose, oligomycin and 2-DG with measurements performed every 5 min. For MitoStress test, cells were incubated in glucose-containing media for 1 h containing treatments and measurements were performed every 5 min prior to and after sequential addition of oligomycin, FCCP and Rotenone/Antimycin A. Data was analyzed using Wave software.

### Measurement of intracellular ATP

Primary chondrocytes were plated in 96-well plates at 5 × 10^4^ and treated with IL-1β for 24 h. Lysates were collected and processed according to luminescence-based ATP assay kit (Cat#K255, Biovision, ADP/ATP ratio Assay kit). Assay was performed in 96-well plate. Luminescence was measured using luminescent plate reader after 15 min. Data was collected and processed using Gen5 software.

### Measurement of NAD:NADH ratio in chondrocytes

Chondrocytes were treated with IL-1β (10 ng/mL) for 36 h in the presence or absence of IKK2 inhibitor (10 μM) or FX11 (40 μM). NAD and NADH levels were measured using NAD/NADH quantitation colorimetric kit (K337, Biovision, Milpitas, CA, USA). NAD:NADH ratio was measured for each sample. Assay was performed on 96-well plate and values measured using colorimetric plate reader.

### Measurement of GSH:GSSH ratio in chondrocytes

Murine chondrocytes were treated with IL-1β (10 ng/mL) for 24 h in the presence of absence of FX11 (40 μM) or 6-ANA (50 mM). GSSG and total glutathione levels were measured using Glutathione Fluorometric Assay Kit (K264, Biovision, Milpitas, CA, USA). Fluorescence was measured in fluorescence plate reader in 96-well format. GSH levels were determined by subtracting GSSG levels from Total glutathione levels.

### Mitochondrial biogenesis assay

Murine chondrocytes were treated with IL-1β (10 ng/mL) for 24 h in the presence of absence of SC-514 (10 μM). Mitochondrial biogenesis was measured using colorimetric Mitobiogenesis In-Cell ELISA kit (Ab110217, Abcam, Cambridge, MA, USA). Colorimetric assay was performed in 96-well plate format.

### Measurement of G6PD activity in chondrocytes

Primary chondrocytes were plated in 6-well plates and treated with IL-1β for 24 h. Lysates were collected and assay was performed in 96-well plate following protocol of G6PD activity colorimetric assay kit (Cat# K751, Biovision, G6PD assay kit). Kinetic absorbance measurements were performed for 1 h using microplate reader and data was analyzed using Gen5 sotware. G6PD activity was derived by choosing activity between two timepoints in the linear region of curves.

### Measurement of NADPH levels

Primary chondrocytes were plated in 10 cm dishes and treated with IL-1β for 24 h. Cell lysates were processed and NADPH levels were measured using fluorometric NADP/NADPH assay kit (Cat# ab17672, Abcam). Fluorescence was measured using microplate reader in black walled, clear bottom plates (Fisher). Data was collected and processed using Gen5 software.

### Quantification of ROS species

Primary chondrocytes were treated for 24 h in DMEM media. Cells were washed two times with phenol red-free PBS, followed by incubation with 10 μM DCFDA (Cat#D6883, Sigma) or 5 μM DHE (Cat# D7008, Sigma) in PBS for 30 min, followed by two more washes with PBS. Cells were incubated in 37 °C incubator for 1 h in PBS, followed by fluorescence measurement using microplate reader using Ex/Em 495/525 for DCFDA and Ex/Em 480/576 for DHE.

### RNA sequencing and analysis

Primary chondrocytes were cultured in the presence or absence of IL-1β (10 ng/mL) for 24 h. RNA was collected as stated above. Samples were prepared according to library kit manufacturer’s protocol, indexed, pooled, and sequenced on an Illumina HiSeq. Basecalls and demultiplexing were performed with Illumina’s bcl2fastq software and a custom python demultiplexing program with a maximum of one mismatch in the indexing read. RNA-seq reads were then aligned to the Ensembl release 76 primary assembly with STAR version 2.5.1a. Gene counts were derived from the number of uniquely aligned unambiguous reads by Subread:featureCount version 1.4.6-p5. Isoform expression of known Ensembl transcripts were estimated with Salmon version 0.8.2. Sequencing performance was assessed for the total number of aligned reads, total number of uniquely aligned reads, and features detected. The ribosomal fraction, known junction saturation, and read distribution over known gene models were quantified with RSeQC version 2.6.2.

All gene counts were then imported into the R/Bioconductor package EdgeR and trimmed mean of M-values (TMM) normalization size factors were calculated to adjust for samples for differences in library size. Ribosomal genes and genes not expressed in the smallest group size minus one samples greater than one count-per-million were excluded from further analysis. The TMM size factors and the matrix of counts were then imported into the R/Bioconductor package Limma. Weighted likelihoods based on the observed mean-variance relationship of every gene and sample were then calculated for all samples with the voomWithQualityWeights. The performance of all genes was assessed with plots of the residual standard deviation of every gene to their average log-count with a robustly fitted trend line of the residuals. Differential expression analysis was then performed to analyze for differences between conditions and the results were filtered for only those genes with Benjamini–Hochberg false-discovery rate adjusted *p*-values ≤ 0.05.

For each contrast extracted with Limma, global perturbations in known Gene Ontology (GO) terms, MSigDb, and KEGG pathways were detected using the R/Bioconductor package GAGE^8^ to test for changes in expression of the reported log2 fold-changes reported by Limma in each term versus the background log2 fold-changes of all genes found outside the respective term. The R/Bioconductor package heatmap3 was used to display heatmaps across groups of samples for each GO or MSigDb term with a Benjamini–Hochberg false-discovery rate adjusted *p*-value ≤ 0.05. Perturbed KEGG pathways where the observed log2 fold-changes of genes within the term were significantly perturbed in a single-direction versus background or in any direction compared to other genes within a given term with *p*-values ≤ 0.05 were rendered as annotated KEGG graphs with the R/Bioconductor package Pathview.

### Statistical analysis

All experiments were repeated at least three times with similar results, unless otherwise stated in the figure legend. All images of immunoblots are representative of one of three experiments. Statistical analyses were performed using appropriate statistical test using GraphPad Prism and graphs were generated using Prism. Data from multiple experiments was displayed as mean ± S.E.M. DCFDA, viability, and seahorse experiment data is displayed as mean ± S.D. representative of one of multiple experiments. Multiple treatments were analyzed by one-way ANOVA followed by Tukey’s test multiple comparisons test. Student’s *t-*test was used for comparing two groups. Data from experiments was not combined if values between experiments showed large variations, but the trends remained the same between the tested conditions. Instead data is shown with technical replicates from one experiment, but statistics were not performed on technical replicates and no error bars are displayed for experiments with *n* < 3 replicates. Gene expression results from human OA cartilage was compared by paired student’s *t*-test between patient’s lateral and medial cartilage. Animal experiments were performed with age-matched, sex matched mice. *p-*values are indicated where applicable.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Reporting Summary

## Data Availability

RNA-sequencing data have been deposited in Gene Expression Omnibus (GEO) under the primary accession code GSE148159. Other data that support the findings of this study are available from the corresponding author upon reasonable request. Source data are provided with this paper.

## Source data

Source Data

## References

[1] Neogi T (2013). The epidemiology and impact of pain in osteoarthritis. Osteoarthr. Cartil..

[2] Vina ER, Kwoh CK (2018). Epidemiology of osteoarthritis: literature update. Curr. Opin. Rheumatol..

[3] Thomas AC, Hubbard-Turner T, Wikstrom EA, Palmieri-Smith RM (2017). Epidemiology of posttraumatic osteoarthritis. J. Athl. Train..

[4] Johnson VL, Hunter DJ (2014). The epidemiology of osteoarthritis. Best. Pr. Res. Clin. Rheumatol..

[5] Blasioli DJ, Kaplan DL (2014). The roles of catabolic factors in the development of osteoarthritis. Tissue Eng. Part B Rev..

[6] Mueller MB, Tuan RS (2011). Anabolic/catabolic balance in pathogenesis of osteoarthritis: identifying molecular targets. PM R..

[7] Zhang M (2016). Induced superficial chondrocyte death reduces catabolic cartilage damage in murine posttraumatic osteoarthritis. J. Clin. Invest..

[8] Imamura M (2015). Serum levels of proinflammatory cytokines in painful knee osteoarthritis and sensitization. Int. J. Inflam..

[9] Ren G (2018). Serum and synovial fluid cytokine profiling in hip osteoarthritis: distinct from knee osteoarthritis and correlated with pain. BMC Musculoskelet. Disord..

[10] Wojdasiewicz P, Poniatowski LA, Szukiewicz D (2014). The role of inflammatory and anti-inflammatory cytokines in the pathogenesis of osteoarthritis. Mediators Inflamm..

[11] Meliconi R, Pulsatelli L (2018). Are mechanisms of inflammation joint-specific in osteoarthritis?. Rheumatol. (Oxf.).

[12] Vila S (2017). Inflammation in Osteoarthritis. P R. Health Sci. J..

[13] Hayden MS, Ghosh S (2012). NF-kappaB, the first quarter-century: remarkable progress and outstanding questions. Genes Dev..

[14] Liu, T., Zhang, L., Joo, D. & Sun, S. C. NF-kappaB signaling in inflammation. *Signal. Transduct. Target Ther.***2**, 10.1038/sigtrans.2017.23 (2017).10.1038/sigtrans.2017.23PMC566163329158945

[15] Shikhman AR, Brinson DC, Valbracht J, Lotz MK (2001). Cytokine regulation of facilitated glucose transport in human articular chondrocytes. J. Immunol..

[16] Blanco FJ, Lopez-Armada MJ, Maneiro E (2004). Mitochondrial dysfunction in osteoarthritis. Mitochondrion.

[17] Cillero-Pastor B, Rego-Perez I, Oreiro N, Fernandez-Lopez C, Blanco FJ (2013). Mitochondrial respiratory chain dysfunction modulates metalloproteases -1, -3 and −13 in human normal chondrocytes in culture. BMC Musculoskelet. Disord..

[18] Zhai, G. Alteration of metabolic pathways in osteoarthritis. *Metabolites***9**, 10.3390/metabo9010011 (2019).10.3390/metabo9010011PMC635918930634493

[19] Qu J (2016). PFKFB3 modulates glycolytic metabolism and alleviates endoplasmic reticulum stress in human osteoarthritis cartilage. Clin. Exp. Pharm. Physiol..

[20] Vander Heiden MG, Cantley LC, Thompson CB (2009). Understanding the Warburg effect: the metabolic requirements of cell proliferation. Science.

[21] Vazquez A, Liu J, Zhou Y, Oltvai ZN (2010). Catabolic efficiency of aerobic glycolysis: the Warburg effect revisited. BMC Syst. Biol..

[22] Yoshida GJ (2015). Metabolic reprogramming: the emerging concept and associated therapeutic strategies. J. Exp. Clin. Cancer Res..

[23] De Santa F, Vitiello L, Torcinaro A, Ferraro E (2018). The role of metabolic remodeling in macrophage polarization and its effect on skeletal muscle regeneration. Antioxid. Redox Signal.

[24] Kim J (2018). Regulation of immune cell functions by metabolic reprogramming. J. Immunol. Res..

[25] Liberti MV, Locasale JW (2016). The Warburg effect: how does it benefit cancer cells?. Trends Biochem. Sci..

[26] Lu S, Wang Y (2018). Nonmetabolic functions of metabolic enzymes in cancer development. Cancer Commun. (Lond.).

[27] Medzhitov R (2008). Origin and physiological roles of inflammation. Nature.

[28] Davies CM, Guilak F, Weinberg JB, Fermor B (2008). Reactive nitrogen and oxygen species in interleukin-1-mediated DNA damage associated with osteoarthritis. Osteoarthr. Cartil..

[29] Bolduc JA, Collins JA, Loeser RF (2019). Reactive oxygen species, aging and articular cartilage homeostasis. Free Radic. Biol. Med..

[30] Drevet S, Gavazzi G, Grange L, Dupuy C, Lardy B (2018). Reactive oxygen species and NADPH oxidase 4 involvement in osteoarthritis. Exp. Gerontol..

[31] Altindag O (2007). Increased oxidative stress and its relation with collagen metabolism in knee osteoarthritis. Rheumatol. Int..

[32] Lepetsos P, Papavassiliou KA, Papavassiliou AG (2019). Redox and NF-kappaB signaling in osteoarthritis. Free Radic. Biol. Med..

[33] Quijano C, Trujillo M, Castro L, Trostchansky A (2016). Interplay between oxidant species and energy metabolism. Redox Biol..

[34] Panieri E, Santoro MM (2016). ROS homeostasis and metabolism: a dangerous liason in cancer cells. Cell Death Dis..

[35] TeSlaa T, Teitell MA (2014). Techniques to monitor glycolysis. Methods Enzymol..

[36] Kanehisa M, Goto S (2000). KEGG: kyoto encyclopedia of genes and genomes. Nucleic Acids Res..

[37] Moskowitz RW (2006). Osteoarthritis cartilage histopathology: grading and staging. Osteoarthr. Cartil..

[38] Swarnkar G, Zhang K, Mbalaviele G, Long F, Abu-Amer Y (2014). Constitutive activation of IKK2/NF-kappaB impairs osteogenesis and skeletal development. PLoS ONE.

[39] Otero JE, Chen T, Zhang K, Abu-Amer Y (2012). Constitutively active canonical NF-kappaB pathway induces severe bone loss in mice. PLoS ONE.

[40] Latourte A (2017). Systemic inhibition of IL-6/Stat3 signalling protects against experimental osteoarthritis. Ann. Rheum. Dis..

[41] Rowan AD (2001). Synergistic effects of glycoprotein 130 binding cytokines in combination with interleukin-1 on cartilage collagen breakdown. Arthritis Rheum..

[42] Wang M (2013). MMP13 is a critical target gene during the progression of osteoarthritis. Arthritis Res. Ther..

[43] Ji B, Ma Y, Wang H, Fang X, Shi P (2019). Activation of the P38/CREB/MMP13 axis is associated with osteoarthritis. Drug Des. Devel. Ther..

[44] Le A (2010). Inhibition of lactate dehydrogenase A induces oxidative stress and inhibits tumor progression. Proc. Natl Acad. Sci. USA.

[45] Zdralevic M (2018). Double genetic disruption of lactate dehydrogenases A and B is required to ablate the “Warburg effect” restricting tumor growth to oxidative metabolism. J. Biol. Chem..

[46] Nogai H (2013). IkappaB-zeta controls the constitutive NF-kappaB target gene network and survival of ABC DLBCL. Blood.

[47] Alexander E (2013). IkappaBzeta is a regulator of the senescence-associated secretory phenotype in DNA damage- and oncogene-induced senescence. J. Cell Sci..

[48] Cheng A (2019). Aurora-A mediated phosphorylation of LDHB promotes glycolysis and tumor progression by relieving the substrate-inhibition effect. Nat. Commun..

[49] Bambouskova M (2018). Electrophilic properties of itaconate and derivatives regulate the IkappaBzeta-ATF3 inflammatory axis. Nature.

[50] Valvona CJ, Fillmore HL, Nunn PB, Pilkington GJ (2016). The regulation and function of lactate dehydrogenase A: therapeutic potential in brain tumor. Brain Pathol..

[51] Petrat F, Bramey T, Kirsch M, De Groot H (2005). Initiation of a superoxide-dependent chain oxidation of lactate dehydrogenase-bound NADH by oxidants of low and high reactivity. Free Radic. Res..

[52] Chan PC, Bielski BH (1974). Enzyme-catalyzed free radical reactions with nicotinamide adenine nucleotides. II. Lactate dehydrogenase-catalyzed oxidation of reduced nicotinamide adenine dinucleotide by superoxide radicals generated by xanthine oxidase. J. Biol. Chem..

[53] Bielski BH, Chan PC (1975). Kinetic study by pulse radiolysis of the lactate dehydrogenase-catalyzed chain oxidation of nicotinamide adenine dinucleotide by HO2 and O2-RADICALS. J. Biol. Chem..

[54] Lee CF, Caudal A, Abell L, Nagana Gowda GA, Tian ,R (2019). Targeting NAD(+) metabolism as interventions for mitochondrial disease. Sci. Rep..

[55] Gaude E (2018). NADH shuttling couples cytosolic reductive carboxylation of glutamine with glycolysis in cells with mitochondrial dysfunction. Mol. Cell.

[56] Dludla PV (2018). A dose-dependent effect of dimethyl sulfoxide on lipid content, cell viability and oxidative stress in 3T3-L1 adipocytes. Toxicol. Rep..

[57] Chevalier X (2009). Intraarticular injection of anakinra in osteoarthritis of the knee: a multicenter, randomized, double-blind, placebo-controlled study. Arthritis Rheum..

[58] Lopez-Armada MJ (2006). Mitochondrial activity is modulated by TNFalpha and IL-1beta in normal human chondrocyte cells. Osteoarthr. Cartil..

[59] Liu JT (2010). Mitochondrial function is altered in articular chondrocytes of an endemic osteoarthritis, Kashin-Beck disease. Osteoarthr. Cartil..

[60] Yang X (2018). Pyruvate kinase M2 modulates the glycolysis of chondrocyte and extracellular matrix in osteoarthritis. DNA Cell Biol..

[61] Lv M (2019). Identification of chondrocyte genes and signaling pathways in response to acute joint inflammation. Sci. Rep..

[62] Coutinho de Almeida R (2019). RNA sequencing data integration reveals an miRNA interactome of osteoarthritis cartilage. Ann. Rheum. Dis..

[63] Bielski BH, Chan PC (1976). Re-evaluation of the kinetics of lactate dehydrogenase-catalyzed chain oxidation of nicotinamide adenine dinucleotide by superoxide radicals in the presence of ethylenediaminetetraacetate. J. Biol. Chem..

[64] Chan PC, Bielski BH (1975). Lactate dehydrogenase-catalyzed stereospecific hydrogen atom transfer from reduced nicotinamide adenine dinucleotide to dicarboxylate radicals. J. Biol. Chem..

[65] Vincent SJ, Zwahlen C, Post CB, Burgner JW, Bodenhausen G (1997). The conformation of NAD+ bound to lactate dehydrogenase determined by nuclear magnetic resonance with suppression of spin diffusion. Proc. Natl Acad. Sci. USA.

[66] Deng H, Zhadin N, Callender R (2001). Dynamics of protein ligand binding on multiple time scales: NADH binding to lactate dehydrogenase. Biochemistry.

[67] Wu, H., Wang, Y., Ying, M. & Hu, X. Lactate dehydrogenases amplify reactive oxygen species in cancer cells in response to oxidative stimuli. *BioRXiv* (2018). Preprint at 10.1101/376210v1.10.1038/s41392-021-00595-3PMC823648734176927

[68] Choi MC, MaruYama T, Chun CH, Park Y (2018). Alleviation of Murine osteoarthritis by cartilage-specific deletion of IkappaBzeta. Arthritis Rheumatol..

[69] Lepetsos P, Papavassiliou AG (2016). ROS/oxidative stress signaling in osteoarthritis. Biochim. Biophys. Acta.

[70] Gobelet C, Gerster JC (1984). Synovial fluid lactate levels in septic and non-septic arthritides. Ann. Rheum. Dis..

[71] Maekawa M, Kanno T (1989). Laboratory and clinical features of lactate dehydrogenase subunit deficiencies. Clin. Chim. Acta.

[72] Maekawa M, Kanda S, Sudo K, Kanno T (1984). Estimation of the gene frequency of lactate dehydrogenase subunit deficiencies. Am. J. Hum. Genet..

[73] Jonason JH, Hoak D, O’Keefe RJ (2015). Primary murine growth plate and articular chondrocyte isolation and cell culture. Methods Mol. Biol..

[74] Hamada D, Sampson ER, Maynard RD, Zuscik MJ (2014). Surgical induction of posttraumatic osteoarthritis in the mouse. Methods Mol. Biol..

# Supplementary material for: LDHA-mediated ROS generation in chondrocytes is a potential therapeutic target for osteoarthritis
**Source:** Nat Commun. 2020 Jul 9;11:3427. doi: 10.1038/s41467-020-17242-0
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

### Supplementary Data 1

**Description:** Differentially Expressed Genes from RNA Sequencing. Related to Figure 1. All differentially expressed genes from the RNAseq dataset that had a P-value less than or equal to 0.05

How the deposited data were processed for this re-analysis (not part of the article)

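RNA was sequenced from primary mouse chondrocytes of the sternum in 32 libraries, 2 for each of 16 conditions. The conditions were wild-type chondrocytes untreated, with FX11 (40 µM), with IL-1β (10 ng/mL) or with both, and Ldha f/f, Nampt f/f and Nfkbiz f/f chondrocytes given adenovirus expressing eGFP alone (GFP) or Cre and eGFP (Cre) with or without IL-1β for 24 h. The authors depleted ribosomal RNA, aligned the reads to the Ensembl release 76 primary assembly (GRCm38) with STAR, and counted uniquely aligned unambiguous reads on each of 41388 genes with featureCounts, and the deposited counts are not normalized. The authors also deposited CPM, which in all 32 libraries equalled the count divided by the library's total, and RPKM, which further divides by gene length. Neither the deposited CPM nor the deposited RPKM values entered a test. The paper's methods name edgeR for TMM factors and limma's voomWithQualityWeights for testing, and they do not state whether counting used the strand.

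Each library was assigned its condition from its label, and the title styles of the labels number 2 sets of libraries, of which set 1 holds 12 and set 2 holds 20. Replicate numbers for the block come from these sets, so that the 2 libraries of a condition in wild-type, Ldha f/f and Nampt f/f chondrocytes are 1 from each set. Both Nfkbiz f/f libraries of a condition come from set 2, and their numbers within a condition are arbitrary. In the comparison of 4 libraries the block is the line. The 4 libraries of the paper's IL-1β comparison were found by matching the log2 CPM columns of Supplementary Data 1 with the counts. Over 1571 genes the standard deviation of the difference was 0.0 for each matched library and at least 0.3861 for the next best. The label of 1 wild-type library of set 2, labelled IL-1β, runs against its values, and it is written as the library labelled IL-1β throughout.

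Counts were analysed with R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and tables and figures were made with Python 3.11.15, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Gene symbols and coordinates came from GENCODE release M21, which names 40254 of the 41388 gene identifiers, and the other 1134 kept their identifiers. Genes with more than 1 CPM in at least as many libraries as the smaller group holds, minus 1, were tested, with 355 ribosomal RNA genes left out. That minimum was 1 library for groups of 2, 7 libraries for 8 against 8 and 5 libraries for 6 against 6. Fold changes and p-values came from edgeR's quasi-likelihood test with TMM normalization, two-sided, and a gene was called at a Benjamini-Hochberg adjusted p-value of 0.05 or less. Genes are called higher or lower by the sign of their log2 fold change. Comparisons within a line were fitted over the 8 libraries of that line, and those across lines held the line and the library set as covariates. The overlap of 2 comparisons was counted over the genes tested in both and set against the product of the shares called in each, with a one-sided Fisher's exact test. Metabolic gene sets were 9 lists written by hand, tested with the 2-sample statistic that the GAGE method uses, since KEGG's lists were not used here. The genes named in the text were fixed by a rule, which took every gene the paper names for its sequencing, the 3 deleted genes, Slc2a1, and for each comparison the 5 genes with the smallest adjusted p-value among those higher and the 5 among those lower. Any other gene named was chosen after its values were seen.

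Library totals ranged from 15830658 to 39959888 with a median of 25363482. They ranged from 23783890 to 39959888 in set 1 and from 15830658 to 29248326 in set 2. At the smallest total, 3 counts, the number taken as the floor, lie well under the filter of 1 CPM, and with 2 libraries per group the spread between replicates and not the depth sets the precision of most genes. Gm26917 held the largest share of the counts in every library. That share was highest, at 11.87%, in 1 of the 2 Nfkbiz f/f libraries given Cre and IL-1β, against 8.48% in the other. The same library had the lowest share of mitochondrial counts, 0.538% against 1.783%, and it was kept in every comparison of Nfkbiz f/f with Cre under IL-1β. The tests were tried on simulated counts drawn from the means and totals of the real libraries, with 200 genes of more than 50 mean counts changed 2-fold and a spread between replicates near that of Ldha f/f and under that of wild type. At 2 libraries against 2, edgeR recovered 188 of the 200 changed genes among 15108, with 9 false calls. In the design of 8 libraries in 4 groups it recovered 184 among 15880, with 5 false calls, and with 8 libraries against 8 it recovered all 200 among 14115, with 9 false calls.

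The alternatives were DESeq2 and limma's voomWithQualityWeights in place of edgeR, RLE in place of TMM, edgeR's filterByExpr or no filter, ribosomal protein genes left out, unadjusted p-values, the replicate number as a block, other choices of the libraries that share a model, library set 2 alone, each replicate left out in turn, and for gene sets limma's camera with an inter-gene correlation of 0.01, Reactome lists, mitochondrially encoded subunits and other comparisons. Alternatives chosen after seeing the data were a filter of more than 1 CPM in at least 2 libraries, alone and with voomWithQualityWeights, the wild-type libraries left out, the replicate block for the gene sets, and crossed numbers of the untreated Cre libraries of Nfkbiz f/f. Isoform estimates were not analysed here. The set 1 GFP libraries of Nampt f/f, untreated and with IL-1β, are 2 of the 4 libraries matched to Supplementary Data 1. The paper's text gives no sequencing result for FX11 or for Cre in Nampt f/f, and the values of those comparisons stand apart from the claims.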

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

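The tests of interchanged labels, of FX11 alone, of an exchange between library sets, of a response to the Cre virus in every line and of a fall of Ldha with Nampt deletion, and both counts of other splits of the libraries, were chosen after the results they weigh were seen. The cell-type test was chosen before, but its present form, which takes shifts in either direction and lists with at least 80% of their genes tested, was settled after its values were seen, and the remaining tests of this part were chosen before.

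A wild-type library of set 2 labelled IL-1β stood apart from the other 7 libraries with IL-1β. For 13 genes its gap to the nearest library, as a share of the range of the 8, was above Dixon's critical value of 0.526. These shares were 0.735 for Mmp3, 0.8 for Il6, 0.708 for Acan, 0.753 for Col2a1, 0.861 for Nfkbiz, 0.584 for Ldha, 0.599 for Pkm, 0.548 for Pgk1, 0.622 for Eno1, 0.79 for G6pdx, 0.59 for Atp5g1, 0.543 for Sdhb and 0.583 for Idh2. In all, 17 of 56 groups of libraries tested lay above the critical value, where chance gives about 2.8, and the genes are not independent of each other. The paper does not report on the wild-type libraries with FX11, and the one in set 2 carried a signal of its own. A score over the 50 genes that rose most with IL-1β, set to 0 for untreated and 1 for IL-1β-treated chondrocytes, was 1.15 in that library labelled FX11 and 0.03 in the library labelled IL-1β of the same set. In set 1 the library labelled FX11 scored 0.15 and the library labelled IL-1β 1.29, so an effect of FX11 alone on these genes is not borne out by set 1. Xist stood at 165 CPM in the set 2 library labelled FX11, within the 158 to 174 CPM of the set 2 wild-type libraries and outside the 483 to 579 CPM of those in set 1, which speaks against an exchange between the sets. The explanation that remains is that the labels of these 2 libraries are interchanged, with scores of 0.03 and 1.15, and a second handling error within set 2 could give the same values. The labels were kept as they are in every comparison, so the results of IL-1β in wild type alone and of FX11 depend on them. Other splits of the 16 control libraries were drawn that exchange the treatment within some same-numbered pairs. Of 100 splits, the real one included, 2 gave at least 5508 genes with an adjusted p-value of 0.05 or less. The other one gave 5649 genes, more than the real split, and exchanged the treatment in 1 pair alone, the wild-type pair of set 2 that holds the library labelled IL-1β. The third largest gave 1106.

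In 4 further groups another wild-type library stood apart. The share of the gap in the range was 0.667 for G6pdx and 0.654 for Atp5g1 among untreated libraries, both set by the untreated wild-type library of set 2 with 76.1 and 98.0 CPM. It was 0.548 for Cox4i2 among untreated libraries, where the untreated wild-type library of set 1 had 5.50 CPM, and 0.773 for Cox6a2 among libraries with IL-1β, where the wild-type library of set 1 had 2.56 CPM. A count of 4 is near the 2.8 that chance gives over 56 groups. Wild-type chondrocytes differed from the floxed lines in having been given no virus, and line, virus and culture cannot be told apart in them. No explanation was tested for these 4.

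The response to IL-1β differed after Cre for 1825 genes in Ldha f/f and 797 genes in Nfkbiz f/f, by the interaction term of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Across the genes called for IL-1β, the slope of the IL-1β log2 fold changes after Cre on those after GFP was 0.75 in Ldha f/f and 0.56 in Nfkbiz f/f. In Nampt f/f, for which the paper does not report an effect of Cre, the interaction was significant for 3552 genes and the slope was 0.72. With RLE in place of TMM the interaction counts were 1792 in Ldha f/f and 803 in Nfkbiz f/f, so the choice between these 2 normalizations does not produce them. The deleted gene is a candidate explanation, and each of these comparisons also sets a Cre virus against a GFP virus, which the design does not separate from the deletion.

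The effect of Cre under IL-1β was compared between lines in a test of the difference itself. It differed between Ldha f/f and Nampt f/f for 43 genes (2092 at an unadjusted p-value of 0.05 or less), between Ldha f/f and Nfkbiz f/f for 3195 genes and between Nampt f/f and Nfkbiz f/f for 5117 genes. Deletion of Nampt changed 7808 genes, 4026 of them higher and 3782 lower. Ldha and Nampt deletion shared 4752 genes in the same direction among 15525 tested in both, where 1322 would be shared by independence, 0 called in opposite directions (7 at an unadjusted p-value of 0.05 or less), and the log2 fold changes had a correlation across genes of 0.89. Nfkbiz and Nampt deletion shared 1312 genes, where 646 would be by independence, and 458 genes were called in opposite directions. Of the 1206 genes shared by Ldha and Nfkbiz deletion and also tested in Nampt f/f, 1105 (91.6%) changed in the same direction there. Several explanations of the likeness of Ldha and Nampt deletion were weighed. A response to the Cre virus common to every line would also make Nfkbiz f/f alike, and the correlation of Ldha f/f with Nfkbiz f/f was 0.38. A weaker virus effect in Nfkbiz f/f cannot be excluded, so this test leaves open whether the likeness comes from the virus. Nampt deletion changed Ldha by a log2 fold change of -0.33, against -4.31 with Ldha deletion, which is too little for Ldha itself to carry it. With the 2 lines taken from different library sets the lower of the 2 correlations was 0.79, against 0.81 and 0.77 within the sets, so the sets do not produce it. Over 8699 genes with an unadjusted p-value above 0.05 for IL-1β the correlation was 0.84, so it does not rest on a weaker IL-1β response. RLE in place of TMM gave 0.89, but a factor per library cannot move a correlation across genes, so normalization is not tested by it. Among marker lists of other cell types, fixed before the test, the list of fibroblast and perichondrium genes had a median log2 fold change of -0.741 in Ldha f/f and -0.847 in Nampt f/f, past the limit of 0.5 set for it, and 0.192 in Nfkbiz f/f. The chondrocyte list also fell, by 0.835 and 0.773 in the 2 lines, and a list of sex-linked genes had medians of -0.704 and -1.03, so the fall is not particular to 1 cell type, and a loss of some cells or a change of state of all cells may lie behind it. The list of skeletal muscle genes had medians of -0.356 in Ldha f/f and -0.565 in Nampt f/f, past the limit in Nampt f/f alone, and that of endothelial genes 0.323 and 0.482. The lists of macrophage and erythroid genes had under 80% of their members tested in Ldha f/f or Nampt f/f, and their check is void. In Nfkbiz f/f so had the lists of endothelial and skeletal muscle genes, which were not weighed there. The Spearman correlation of the Ldha deletion effect with gene length was -0.03, so the effect did not run with gene length. RNA degradation that does not follow gene length was not tested. The likeness therefore cannot be told apart from a response to the Cre virus or from a change in the cells of the culture, and an effect shared by Ldha and Nampt deletion remains a hypothesis. Over all 3 lines together 5486 genes apart from the deleted ones changed with Cre, and of 32 splits, the real one included, that exchange the virus within some pairs or none, only the real one gave as many. The largest of the other 31 gave 3258.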

How the results depend on the processing

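The alternatives were fixed before the data were examined, apart from 5 kinds that were chosen after seeing the data: the filter of more than 1 CPM in at least 2 libraries, alone and with voomWithQualityWeights, the wild-type libraries left out, the replicate block for the gene sets, and the crossed numbers in Nfkbiz f/f. Counts are of genes with an adjusted p-value of 0.05 or less unless said otherwise, and the cause of a change was not tested.

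For IL-1β in the 4 libraries of Supplementary Data 1, all 11 alternatives gave from 4084 genes with DESeq2 to 6649 with the replicate block, against 4618, within 1.5 times of it. Over the 16 control libraries voomWithQualityWeights gave 8269 genes against 5508, and the other alternatives gave from 3732 in library set 2 alone to 8030 with the wild-type libraries left out. In wild type alone 0 genes were called for IL-1β, and DESeq2 gave 6, all 32 libraries in one model 11 and unadjusted p-values 153. For FX11 under IL-1β, also 0, the same 3 alternatives gave 1, 11 and 102.

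All 32 libraries in one model moved most comparisons of Cre. It gave 2321 genes for Ldha deletion against 5392, 617 for Nfkbiz deletion against 2666 and 4370 for Nampt deletion against 7808. For the interactions it gave 214 against 1825 in Ldha f/f and 26 against 797 in Nfkbiz f/f, and for genes shared in the same direction 277 against 1208 for Ldha and Nfkbiz deletion, 2118 against 4752 for Ldha and Nampt deletion and 324 against 1312 for Nfkbiz and Nampt deletion. In this model 1 dispersion trend serves all lines, and the wild-type libraries have a coefficient of variation of 0.4262 between replicates against 0.1232 in Ldha f/f. Unadjusted p-values gave 4655 genes for Nfkbiz deletion, 3953 and 2679 for the interactions in Ldha f/f and Nfkbiz f/f, 1945 shared by Ldha and Nfkbiz deletion and 2109 shared by Nfkbiz and Nampt deletion. The replicate block gave 3374 genes for the interaction in Ldha f/f, and no low-count filter gave 1325 for that in Nfkbiz f/f. For Cre in the 3 lines together voomWithQualityWeights gave 8480 genes and library set 2 alone 1644, against 5489. The number of gene sets called, 2, became 8 with limma's camera, 1 with Reactome lists and 0 with the log2 fold changes of wild type, where the smallest adjusted p-value was 0.214 and the largest 0.994.

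The correlation of same-numbered libraries was 0.00 between GFP and Cre libraries of Nfkbiz f/f under IL-1β, where numbers within a condition are arbitrary, and the replicate block gave 2303 genes there and 3052 with the untreated Cre libraries crossed. It was 0.43 in Nampt f/f, where the block gave 9400 genes.

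Several single values changed sign. In wild type the statistic of the pentose phosphate pathway was -0.007 and that of fatty acid degradation 0.113. With voomWithQualityWeights the log2 fold change with FX11 under IL-1β was 2.59 for Il6 and 1.24 for Mmp13, against -1.59 and -0.33 with edgeR. Among fits that each left out 1 replicate, the log2 fold change with IL-1β in wild type ranged from -0.033 to 13.06 for Mmp3 and from -3.997 to 8.90 for Il6. With FX11 under IL-1β it ranged from -2.04 to 10.04 for Il6, from -1.08 to 3.36 for Mmp13 and from -0.43 to 3.77 for Nfkbiz, and the interaction of Il6 in Nfkbiz f/f ranged from -3.79 to 1.21. The wild-type values rest on the library labelled IL-1β in set 2. For Il6 in Nfkbiz f/f the 2 untreated Cre libraries hold 2 and 0 counts, under the floor of 3, which limits the interaction.

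Among the other results, single genes and gene sets under single alternatives, 2494 did not change, 59 became weaker, 72 stronger, 38 moved by more than the spread between replicates and 10 changed sign. Of the genes named for IL-1β in the 4 libraries of Supplementary Data 1, all 43 kept their direction and their side of the threshold under DESeq2, RLE, filterByExpr, voomWithQualityWeights and the replicate block, 6 were no longer called with all 32 libraries in one model and 1 with no low-count filter. With the Ldha f/f or the Nampt f/f pair left out all 43 kept their direction. Of the 19 genes named for Ldha deletion 9, and of the 20 named for Nfkbiz deletion 10, were no longer called with all 32 libraries in one model. RLE in place of TMM left every named gene on its side of the threshold in the comparisons of Cre and in the 4 libraries, and moved 1 of 33 genes over it in the 16 control libraries. Depth limits genes near 0 in untreated libraries, such as Il6 with 8 and 9 counts, whose log2 fold changes carry larger errors than those of abundant genes.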

Differences from the paper's values

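The values of Fig. 4 were read by eye, and the genes of its circles were taken as those called in each deletion under IL-1β. The legend does not state whether the number of a circle includes the overlap, and it was taken to include it. If it does not, the paper's totals are larger, and the alternatives that lie within 1.5 times of them could differ. The circle of LDHA in Fig. 4m holds about 8300 genes in the paper, read by eye, and 5392 genes were called here. Of the alternatives set before the data were examined, voomWithQualityWeights (5748), no low-count filter (5645), ribosomal protein genes left out (5550), the replicate block (7120) and unadjusted p-values (6925) lay within 1.5 times of the paper's value, and DESeq2, RLE, filterByExpr, the 4 libraries alone and all 32 libraries in one model did not. The circle of NFKBIZ in Fig. 4m holds about 4600 genes in the paper, read by eye, against 2666 here, and no low-count filter (3235) and unadjusted p-values (4655) lay within it while the other alternatives set beforehand did not. The crossed replicate block, chosen after seeing the values, gave 3052 and did not lie within it either. Genes common to both number about 2100 in Fig. 4m of the paper, read by eye, against 1208 here, and among the alternatives set beforehand unadjusted p-values (1945) lay within it and DESeq2, voomWithQualityWeights, the replicate block and all 32 libraries in one model did not.

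Among upregulated genes, the circle of LDHA in Fig. 4n holds about 4200 in the paper, read by eye, against 2685 here, and voomWithQualityWeights (2938), the replicate block (3513) and unadjusted p-values (3430) lay within 1.5 times of it while the other alternatives set beforehand did not. That of NFKBIZ holds about 2300 in Fig. 4n of the paper, read by eye, against 1253 here, and no low-count filter (1535) and unadjusted p-values (2230) lay within it while the others did not. Genes upregulated in both number about 1100 in Fig. 4n of the paper, read by eye, against 555 here, and unadjusted p-values (920) lay within it while the others did not.

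Among downregulated genes, the circle of LDHA in Fig. 4o holds about 4100 in the paper, read by eye, against 2707 here, and voomWithQualityWeights (2810), filterByExpr (2954), no low-count filter (3006), ribosomal protein genes left out (3033), the replicate block (3607) and unadjusted p-values (3495) lay within it while DESeq2, RLE, the 4 libraries alone and all 32 libraries in one model did not. That of NFKBIZ holds about 2300 in Fig. 4o of the paper, read by eye, against 1413 here, and no low-count filter (1700) and unadjusted p-values (2425) lay within it while the other alternatives set beforehand did not. The crossed replicate block, chosen after seeing the values, gave 1635 and lay within it. Genes downregulated in both number about 1100 in Fig. 4o of the paper, read by eye, against 653 here, and unadjusted p-values (1025) lay within it while the others did not.

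Table 1 gives a mean log2 fold change for 7 pathways, and the mean log2 fold change of the genes of the corresponding list was nearer to 0 for each of them here. The comparison takes the column by its heading, and the gene set statistics of these lists, which lay nearer to the paper's values than the means, are given among the other observations. For oxidative phosphorylation the paper's value is -2.9581 and the mean here was -0.21. For butanoate metabolism the paper's value is -2.2511 and the mean here was -0.51. For valine, leucine and isoleucine degradation the paper's value is -2.1551 and the mean here was -0.38. For propanoate metabolism the paper's value is -2.0355 and the mean here was -0.28, and for glutathione metabolism the paper's value is 1.92693 and the mean here was 0.42. For the citrate cycle the paper's value is -1.7425 and the mean here was -0.20, and for fatty acid metabolism the paper's value is -1.7062 and the mean here was -0.16. None of the alternatives set before the data were examined closed any of these 7 gaps, which were Reactome lists where one matched, the mitochondrially encoded subunits, all controls and wild type, and neither did the replicate block or the wild-type libraries left out, which were chosen after seeing the values.

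The paper lists butanoate, propanoate, glutathione and fatty acid metabolism and the citrate cycle among its changed pathways, and the lists of these 5 did not reach an adjusted p-value of 0.05 here. The p-values here are two-sided. At an unadjusted two-sided p-value of 0.05 or less butanoate and propanoate metabolism did, and an unadjusted one-sided p-value in the direction of the statistic, a choice made after seeing the values, lies under 0.05 for the citrate cycle and glutathione metabolism as well and not for fatty acid degradation. With limma's camera 4 of the 5 did, and fatty acid degradation did not under any alternative run. Of the 1393 genes that the paper's table calls among the 1571 read, 1349 were called here, and voomWithQualityWeights with more than 1 CPM in at least 2 libraries, chosen after seeing the values, called 1392.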

Other observations

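The tests of a repeated RNA and of mixed libraries were chosen after the results they weigh were seen, and the tests of the GFP virus and of Table 1 before.

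The paper does not report a group of 11 genes that were far lower with Cre than with GFP virus in untreated Nfkbiz f/f chondrocytes, by more than 16-fold, and the genes were chosen by that difference. They were Tmem130, Zan, Stoml3, 4930471C04Rik, Nat8f5, Bcas1, Htra2, Insm2, Gm26777, Lipg and Rab3d. Zan stood at 0.298 CPM in untreated wild-type chondrocytes, which were given no virus, at 63.1 CPM in untreated Nfkbiz f/f chondrocytes with GFP and at 0.161 CPM with Cre. On the log2 scale from the Cre libraries at 0 to the GFP libraries at 1, untreated wild type had a median position of 0.04 over the 11 genes. These values are consistent with a rise of these genes with the GFP virus rather than a fall with deletion. The Cre virus also expresses eGFP by the paper's methods, so eGFP alone would not set the 2 viruses apart, and which difference between them matters was not tested. In Ldha f/f and Nampt f/f chondrocytes under IL-1β, Cre libraries kept a median of 17.3% and 17.2% of the GFP value, and in Nfkbiz f/f 0.976%. A mixing of GFP libraries into the Cre libraries of Ldha f/f would leave an equal share of Ldha, and 4.97% of Ldha was left, so mixing alone does not give it. All 11 were also higher with IL-1β in the 4 libraries of Supplementary Data 1, with log2 fold changes from 2.03 to 2.37 and a median of 2.17, and all 11 were lower with Cre in each of the 3 lines. Line and virus cannot be told apart in wild type, and virus sequence was not examined here. The GFP virus may therefore contribute to some of the genes called for IL-1β in GFP-infected chondrocytes and to some genes shared by the deletions, and how many beyond these 11 was not tested.

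Table 1 of the paper lists means of up to -2.9581, the paper's value for oxidative phosphorylation, while the mean log2 fold change of that list was -0.21 and its gene set statistic -3.25. If the column held the gene set statistic, the one-sided normal p of each listed value would lie near the listed p, within 0.1 on the log10 scale. The distance was between 0.017 and 0.061 for 6 of the 7 pathways and 0.119 for butanoate metabolism, which is past that limit, so the test as set was not met for all 7. Each listed p was above the normal p of its listed value. The p-values of the statistic here came from a t distribution, which gives larger p-values than the normal, most for short lists. For a short list such as butanoate metabolism, with 15 genes tested, the limit on the normal p therefore cannot decide. The gene set statistics here, on lists written by hand, were -1.74 for the citrate cycle (the paper's value -1.7425), 1.87 for glutathione metabolism (the paper's 1.92693), -2.17 for propanoate metabolism (the paper's -2.0355), -2.40 for butanoate metabolism (the paper's -2.2511), -1.50 for fatty acid degradation (the paper's -1.7062) and -3.15 for branched-chain amino acid degradation (the paper's -2.1551). All 7 statistics lay nearer to the paper's values than the mean log2 fold changes did, so the column may hold a gene set statistic, although the limit of the test was passed by 1 pathway, at 0.119.

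The 2 libraries of each Ldha f/f and Nampt f/f condition lay close together. With the library set as a block the coefficient of variation between replicates was 0.0676 in Ldha f/f and 0.0481 in Nampt f/f, below the 0.1133 of Nfkbiz f/f, whose libraries come from 1 set. Without the block it was 0.1232, 0.1038 and 0.1079. These values are consistent with 1 RNA prepared as 2 libraries, 1 in each set, as well as with cultures that vary little. If so, the tests in Ldha f/f and Nampt f/f measure the spread of library preparation, and their counts of genes would not carry over to other cultures. If the 2 libraries of a condition were 1 library sequenced 2 times, their counts would differ by counting noise alone. The chi-squared per degree of freedom between them would then lie near 1. It lay between 22.74 and 54.34 in the Ldha f/f conditions and between 12.0 and 28.45 in those of Nampt f/f. These values argue against 1 library sequenced 2 times in these 2 lines.

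Nfkbiz mRNA under IL-1β fell by 1.30 on the log2 scale after Ldha deletion and by 1.64 after Nampt deletion (log2 fold changes of -1.30 and -1.64, adjusted p = 6.64e-06 and 7.58e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, lower in 2 of 2 libraries in each line). The interaction of IL-1β and Cre for Nfkbiz was -1.38 in Ldha f/f. Ldhb was lower with IL-1β in the 4 libraries of Supplementary Data 1, with a log2 fold change of -0.89, and higher after Cre under IL-1β in all 3 lines, with log2 fold changes of 0.57 in Ldha f/f, 0.57 in Nampt f/f and 0.83 in Nfkbiz f/f. In Nampt f/f chondrocytes under IL-1β, Nampt had a log2 fold change of -3.68 after Cre, Mmp3 one of -2.48, Mmp13 one of -2.45 and Il6 one of -2.85.

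For FX11 in wild-type chondrocytes under IL-1β, 0 genes had an adjusted p-value of 0.05 or less and 102 had an unadjusted p-value of 0.05 or less, and the group labelled IL-1β includes the set 2 library without an IL-1β response. In untreated chondrocytes Cre changed 877 genes in Ldha f/f, 2319 in Nampt f/f and 40 in Nfkbiz f/f.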
